# Emergence of differentially regulated pathways associated with the development of regional specificity in chicken skin

**DOI:** 10.1186/s12864-014-1202-9

**Published:** 2015-01-23

**Authors:** Kai-Wei Chang, Nancy A Huang, I-Hsuan Liu, Yi-Hui Wang, Ping Wu, Yen-Tzu Tseng, Michael W Hughes, Ting Xin Jiang, Mong-Hsun Tsai, Chien-Yu Chen, Yen-Jen Oyang, En-Chung Lin, Cheng-Ming Chuong, Shau-Ping Lin

**Keywords:** Development, Chicken, Skin, Cosine similarity, Calcium, Histone modifications

## Abstract

**Background:**

Regional specificity allows different skin regions to exhibit different characteristics, enabling complementary functions to make effective use of the integumentary surface. Chickens exhibit a high degree of regional specificity in the skin and can serve as a good model for when and how these regional differences begin to emerge.

**Results:**

We used developing feather and scale regions in embryonic chickens as a model to gauge the differences in their molecular pathways. We employed cosine similarity analysis to identify the differentially regulated and co-regulated genes. We applied low cell techniques for expression validation and chromatin immunoprecipitation (ChIP)-based enhancer identification to overcome limited cell availabilities from embryonic chicken skin.

We identified a specific set of genes demonstrating a high correlation as being differentially expressed during feather and scale development and maturation. Some members of the *WNT*, *TGF-beta/BMP*, and *Notch* family known to be involved in feathering skin differentiation were found to be differentially regulated. Interestingly, we also found genes along calcium channel pathways that are differentially regulated. From the analysis of differentially regulated pathways, we used calcium signaling pathways as an example for further verification. Some voltage-gated calcium channel subunits, particularly *CACNA1D*, are expressed spatio-temporally in the skin epithelium. These calcium signaling pathway members may be involved in developmental decisions, morphogenesis, or epithelial maturation. We further characterized enhancers associated with histone modifications, including H3K4me1, H3K27ac, and H3K27me3, near calcium channel-related genes and identified signature intensive hotspots that may be correlated with certain voltage-gated calcium channel genes.

**Conclusion:**

We demonstrated the applicability of cosine similarity analysis for identifying novel regulatory pathways that are differentially regulated during development. Our study concerning the effects of signaling pathways and histone signatures on enhancers suggests that voltage-gated calcium signaling may be involved in early skin development. This work lays the foundation for studying the roles of these gene pathways and their genomic regulation during the establishment of skin regional specificity.

**Electronic supplementary material:**

The online version of this article (doi:10.1186/s12864-014-1202-9) contains supplementary material, which is available to authorized users.

## Background

The integument system (skin) is essential for an individual to interact with the environment and plays a role in functions such as protection, sensation, thermoregulation, camouflage, and mating. These functions are achieved through evolutionally specialized skin and its appendages located in a regional-specific manner. In humans, these regions include the scalp, face, eyebrow, and sweat glands for communication and metabolic homeostasis. In birds, feathers provide thermal insulation, protection, communication, and the ability to fly. To form these specialized skin ectodermal organs during development, the ectoderm gradually becomes diversified through interactions with the dermis [1]. How this process occurs at the genomic level is poorly understood. Among experimental animals, avian integuments provide an ideal model with which to address this question.

Avian species evolved feather-forming regions on the body and scale-forming regions on the feet that represent distinct skin morphologies and appendages. The feather-growing skin developed patterns that provide optimal feather coverage while maintaining strong integrity of each feather [2]. On the other hand, avian foot skin developed a hardy scale surface to provide strong protection against rough ground surfaces and harsh environments [2]. Such skin specialization is a fundamental morphogenetic process that facilitates the function of different body regions of an individual.

Feather skin development follows sequential processes starting from placode formation, dermal papilla assortment, formation of a WNT gradient, and finally to region-specific appendage formation [3-5]. Some adhesion molecules and signaling molecules are expressed homogeneously and are gradually restricted to either bud or inter-bud regions (restrictive mode); other regulatory elements are expressed *de novo* (*de novo* mode) [6]. For example, *FGF10* expression initiates feather placode formation prior to the expression of feather bud-suppressive *BMP2* [7]; *SHH* expression promotes feather bud development; *BMP2* and *BMP4* modulate feather track size by suppressing feather bud fate [8,9]; and the *WNT/beta-catenin* signaling pathways were found to be involved throughout skin morphogenesis from feather bud formation to topological arrangement [3,10,11]. These signaling pathways either activate or inhibit bud formation and systematically regulate fate decision for skin appendages. The dynamic equilibrium of the cell number and activator/inhibitor ratio give rise to the final skin pattern [12].

Despite diverse fate decisions for feather/scale bud development, these patterning units share moderate similarity in gene expression patterns, such as posterior *SHH* and anterior *BMP2* expressions in the bud [13]. Several WNT family members, such as *WNT1*, *3a*, *5a*, *6*, and *11*, were found to have specific expression sites that contribute to the shaping of the feather bud during feather skin development [3,11]. Skin reconstitution assays demonstrated that completely dissociated embryonic skin epidermis cells can reform periodic patterns without reference to previous positional codes [6]. These findings provided strong evidence that skin pattern and morphogenesis are predetermined and are tightly regulated.

Interestingly, classical studies have shown that retinoic acid treatment is self-sufficient for inducing feather formation in the tarsometatarsal scale region [14]. Other feather-developing genes, such as *Delta1* and *beta-catenin*, were also found to be self-sufficient for inducing feather development on scale skin [15,16]. The suppression of feather bud-suppressive BMP signaling by the dominant-negative *BMP* receptor converts scales into feathers [17]. On the other hand, elevated *BMP12* expression was found to cause the naked neck trait in domestic fowl [18]. Ectopic expression of these causal regulators has demonstrated that a fairly simple genetic switch can shift the state of skin development from feather to scale skin or vice versa.

Although embryonic skin demonstrates the characteristics of being dynamic and self-organizing, which give rise to skin patterns, early skin epithelium (E7 feather and E9 scale) is highly plastic for differentiation into either feather or scale-like patterns [19-21]. The morphogenic plasticity of skin epithelium declines it gains regional specificity. This phenomenon implies the presence of paracrine positive feedback loops between the epithelium and mesenchyme. Recombination experiments further demonstrated that the feather/scale patterning on skin epidermis is highly dependent on its dermal partner [19,21], suggesting that developmental decisions may be the result of differentially controlled dermal signaling. However, differences in the molecular controls between early embryonic feather and scale skin specification are not fully understood. Genome-wide RNA expression analysis joining the comparisons of feather and scale skins, before and after skin differentiation, and epithelia and mesenchyme can provide a novel perspective to our understanding of the regional specificity determination of the skin.

Using the feather/scale as a model, we aspire to use bioinformatics methodology for the identification of novel regulatory pathways that are potentially involved in the feather/scale developmental decision. Specifically, we adapted the cosine similarity analysis to identify gene groups that show regulatory concordance (see Methods) during early skin development. Some of these variable gene expression levels are likely associated with epigenetic regulatory mechanisms in addition to signaling transduction cascades. To evaluate this level of regulation, we characterized candidate enhancer regions with differential chromatin modifications on several selected genes and confirmed the validity of this approach. This work shows several pathways that may be involved in the fate decision or differentiation of different skin regions. Future investigation will elucidate the functions of these pathways and how different skin regions are established.

## Methods

### Animal ethics statement

The fertilized eggs used in this study were incubated in the egg incubators in Institute of Biotechnology at National Taiwan University, and in Department of Pathology, School of Medicine at University of South California. The animal use protocol and dissection techniques [21] have been reviewed and approved by the Institutional Animal Care and Use Committee in National Taiwan University and in University of South California. All efforts were made to minimize suffering.

### Microarray Profiles

Chicken embryonic skin microarray profiles, which had been described by Hughes et al., were obtained from Chuong’s laboratory [21]. The profiles were obtained from the feather-forming dorsal and scale-forming metatarsal skin compartments, including two E7 dorsal skin epithelial (E7fe), three E7 dorsal skin mesenchymal (E7fm), two E9 dorsal skin epithelial (E9fe), three E9 dorsal skin mesenchymal (E9fm), two E9 metatarsal skin epithelial (E9se), three E9 metatarsal skin mesenchymal (E9sm), two E11 metatarsal skin epithelial (E11se), and three E11 metatarsal skin mesenchymal (E11sm) compartments [21]. The expression profiles of the 20 microarray assays were combined into a common set of known chicken genes. Raw array data were normalized using the Robust Multi-array Average technique. The array-specific bias was eliminated through quantile normalization (R: affy package) [22,23]. The microarray profiles have been deposited in Gene Expression Omnibus (GEO) data repository under accession number GSE62882.

### Cosine Similarity Analysis

The property of cosines can be used to evaluate the similarity between trends of data progression and has been widely adapted in data mining and clustering strategies [24-26]. With the 20 microarray data points we generated from various regional and temporal embryonic chicken skin samples, we gathered the 20-dimensional data points for each gene, in which the *i*^th^ dimension represents the gene’s expression in the *i*^th^ microarray, where *i* denotes the 1^st^ to 20^th^ microarray profiles. The regulatory concordance of any 2 genes can be presented by a cosine value from 1 to −1 corresponding to 0° to 180° angles. When genes are co-regulated, the cosine value approximates to 1. Genes that are reciprocally regulated have a cosine value approximates to −1. A cosine value close to 0 suggests a pair of genes have little regulatory concordance.

For two data points *a* and *b*, representing the expression values of gene *a* and *b* in the 20 microarrays, their inner product space measured by the cosine function is defined as follows: $$ cos\theta =\frac{a\cdot b}{\left|a\right|\left|b\right|}=\frac{\sum_k{a}_k{b}_k}{\sqrt{\sum_k{a}_k^2{\sum}_k{b}_k^2}} $$, where θ is the angle between *a* and *b*, illustrating the difference of their regulatory trends [27]. Genes that show regulatory concordance are clustered (Figure 1A, B).

**Figure 1:**
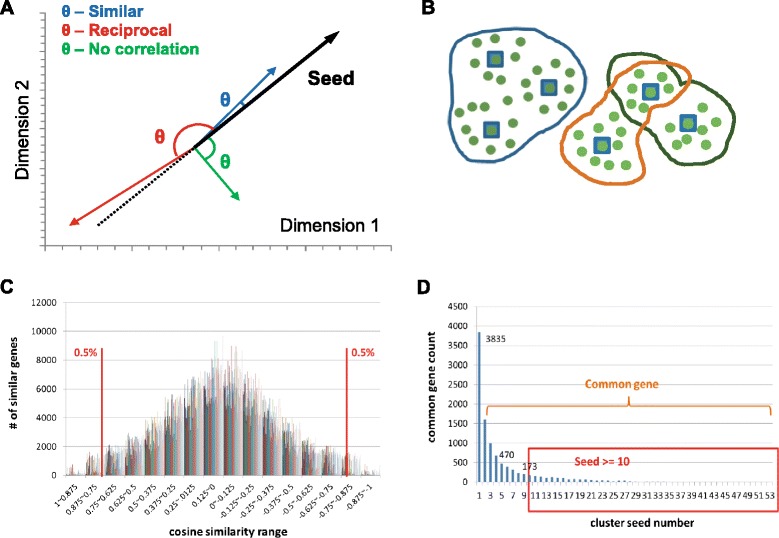
**Cosine similarity analysis methodology for determining co-differentially regulated genes in the feather/scale region. A)** 2D representation of the concept of cosine similarity analysis. The actual analysis occurs in a 20-dimension hyperspace. θ represents the angles between a probe vector and a differentially expressed vector. **B)** 2D representation of the clustering concept after the identification of similarly regulated vectors. Differentially expressed genes and their correlated probes are represented by blue squares and green circles, respectively. The correlated differentially expressed genes and probes are clustered (encircled gene sets by the outlines of different colors representing different clusters). Some differentially expressed genes and probes may be clustered into more than one group. **C)** Demonstration of cosine value distribution for each seed. The cosine value distributions are normalized by Fisher transformation. The upper 0.5% and lower 0.5% mark the selection boundaries in choosing probes with similar regulation patterns. **D)** Distribution of genes that share common seeds. Genes sharing more than 10 common seeds are shortlisted for their potential roles in developmentally important pathways.

#### Seed (candidate genes) selection

We defined differentially expressed genes as “seeds” if they have greater than 5-fold expression differences between feather- and scale-forming skin tissues. Specifically, we selected seeds by performing the following 4 groups of comparisons between feather- and scale-forming skins of similar developmental plasticity: E7fe vs. E9se, E7fm vs. E9sm, E9fe vs. E11se, and E9fm vs. E11sm (E7, E9, and E11 embryonic days, feather (f; dorsal) and scale (s; metatarsal) skin region, and epithelium (e) and mesenchyme (m) skin compartments follow the descriptions by Hughes et al. [21]).

#### Identification of genes co-regulated or reciprocally regulated with seeds

We calculated the spectrum of cosine values by comparing each gene to a particular seed and divided the resulting cosine value distribution into 16 even sections from −1 to 1. We applied Fisher Transformation (R: psych package) [22,28] to normalize the cosine value distribution for each of the 4 groups of seeds (E7fe/E9se; E7fm/E9sm; E9fe/E11se, E9fm/E11sm; Figure 1C). Genes in the top 0.5% and bottom 0.5% of the cosine value distribution are defined as co- and reciprocally expressed genes to a seed. With total of 1% of the whole microarray probe set, we ensured that the probes/genes selected have very similar or reciprocal expression to the corresponding seeds.

#### Identification of key regulators by exploratory data analysis

The exploratory data analysis approach is suitable for preliminary discoveries of data structure and checking whether the data are consistent with the study expectations [27]. First, we grouped seeds with genes that share regulatory concordances. We then clustered these groups according to whether their seeds are co- or reciprocally regulated (Figure 1B). Some genes may be assigned to multiple gene clusters. We deemed that a gene shared by multiple clusters may play potential roles in the regulatory crosstalk among these clusters. Genes showing a strong correlation (similar or reciprocal) with more than 10 probes were enlisted as genes of interest being co- or differentially regulated between feather and scale skins (Figure 1D).

### Sample Collection for Gene Expression and Chromatin Analysis

We collected 8 sets of embryonic chicken (Cobb500 Broiler) skins from both feather and scale regions that represent predicted plastic and differentiated states: E7fe, E7fm, E9fe, E9fm, E9se, E9sm, E11se, and E11sm. E7, E9, and E11 are the egg incubation days and reflect Hamburger–Hamilton stages (HH) [29] of HH30, HH34, and HH37, respectively. The feather epithelium (fe), feather mesenchyme (fm), scale epithelium (se), and scale mesenchyme (sm) were collected separately. For separation of the skin epithelium and mesenchyme, skins were treated with 2× HBSS buffer at 4°C for 5 min prior to fine forceps separation.

### RNA Purification

Approximately 10–20 mg of skin samples from 1–4 embryos were homogenized in 1 ml of TRIzol® reagent (15596–018; Invitrogen) for each biological repeat. Two hundred microliters of chloroform was added, followed by phase separation by centrifugation at 12,000 g for 15 min at 4°C. To isolate RNA, the supernatant aqueous phase was aspirated and mixed with 1 volume of isopropanol. The RNA was pelleted by centrifugation at 12,000 g for 10 min at 4°C. RNA pellets were washed with 75% ethanol and resuspended in pure water.

### Reverse Transcription-qPCR (RT-qPCR)

Reverse transcription was performed using the Invitrogen™ SuperScript® III First-Strand Synthesis System according to the RT-PCR manual. Briefly, each 20 μl reaction contained the following: 1 μg of purified RNA, 50 ng of random hexamers, 1 μl of 10 mM dNTPs, and 10 μl of cDNA Synthesis Mix. Samples were incubated using the following PCR parameters: 10 min at 25°C, 50 min at 50°C, and 5 min at 70°C. Next, the samples were chilled on ice and then stored at −30°C for future use. Real-time PCR was performed using a Roche Light Cycler® 480II and the SYBR Green PCR Master Mix. The RT-qPCR primers used are listed in Additional file 1: Table S1. *GAPDH* and *beta-actin* were used to normalize gene expression for cytosolic proteins and membrane proteins, respectively.

### In Situ Hybridization

To make the antisense probe for in situ hybridization, two PCRs were performed for each gene. In the first PCR, we used the primer set Forward1 + Backward1. cDNA from E7 skin was used as template. The single band PCR product was purified with a gel purification kit (Qiagen). In the second PCR, we used the primer set Forward1 + the nested primer Backward2-T7. The previously purified PCR product was diluted 1:100 and used as the template. For CACNA1D, Forward1: CAG CAA TAT GCC AAG AGC AA; Backward1: TAG ATC CAT GGC CAT TCA CA; Backward2-T7: CTA ATA CGA CTC ACT ATA GGG ACT GAC GTC CAT TCC CTG AG. For CACNA2D1, Forward1: ACG GCA AAC GTC TTA CCA AC; Backward1: TTC ACA GGC CAT CCA CTG TA; Backward2-T7: CTA ATA CGA CTC ACT ATA GGG TCA CCA CCA TCC GTA AAC AA. The PCR product was gel purified and sequenced with T7 primer to verify its identity. An antisense RNA probe was generated using DIG RNA Labeling Kit (Roche). Whole mount in situ hybridization was performed according to Jiang et al. [30]. For each probe, the E7 and E9 samples are kept in the same tube to perform in situ hybridization and develop color over the same time period. One set of samples without probe added was used as the control. Photos for different samples are taken using similar lighting conditions.

### Chromatin Immunoprecipitation (ChIP)-next generation sequencing (ChIP-seq) and qPCR

Skin epithelium samples from 1–4 embryos per biological repeat were treated with 0.0625% trypsin and 20 μM collagenase IV for 2 min at 37°C for homogenization, and this reaction was stopped with fetal bovine serum (10100147; Gibco®). The homogenized samples were fixed with 1% formaldehyde at room temperature and stopped by 125 mM glycine. Cell nuclei were extracted with 0.5% NP-40 and 0.25% Triton X-100. Formaldehyde-fixed nuclei were resolved and sonicated following Diagenode’s® Low Cell# ChIP manual (kch-maglow-G48; Diagenode) to overcome the limited cell availability from embryonic skin epithelium. The following antibodies were used for the immunoprecipitation: anti-H3K4me1 (ab8895; Abcam), anti-H3K27ac (ab4729; Abcam), and anti-H3K27me3 (#07-449; Millipore). Antibodies were pre-bound with protein G-coated magnetic beads for 2 hours in 4°C. A total of 1 × 10^5^ cells was used for each 100 μl ChIP reaction overnight at 4°C. ChIP samples were collected following the manufacturer’s instructions. ChIP and input libraries were prepared according to the Illumina protocol and sequenced using an Illumina HiSeq™ Sequencing System. Sequencing reads were trimmed using CLC Genomics Workbench v6.0.2 (CLC Bio, Aarhus, Denmark), mapped to chicken genome assembly galGal4 with Bowtie2 v2.1.0 [31], and analyzed with MACS v1.4.2 [32] for peak calling using the default settings. Real-time PCR was carried out on a Roche Light Cycler® 480II using the SYBR Green PCR master mix. As the loading control, 10% input was used to normalize the recovery rate in each sample of the same ChIP antibody. The primers used were designed according to our unpublished ChIP-seq dataset and are listed in Additional file 1: Table S2.

## Results and discussion

### Identification of differentially regulated and co-regulated pathways in different skin regions using cosine similarity analysis

Feather and scale skin development is a systematic event and involves dynamic regulation to gain regional specificity. Because feather skin development (E7) starts earlier than scale skin development (E9), comparisons are feasible only by matching feather and scale developmental stages using embryos of different ages (Figure 2) [19]. To identify known regulatory pathways that are not yet known to be involved in feather/scale development and fate decision, we applied Gene Set Enrichment Analysis (GSEA) [33,34] to compare skins of similar developmental competence: E7 feather vs. E9 scale and E9 feather vs. E11 scale (Additional file 1: Figure S1). 

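The comparisons rest on RNA from feather-forming and scale-forming skin of chicken embryos, each split into epithelium and mesenchyme. In the group names, f and s stand for feather and scale skin and e and m for epithelium and mesenchyme, so that E7fe is feather epithelium at embryonic day 7. Skins of like competence are set side by side: E7fe with E9se and E7fm with E9sm before the buds form, E9fe with E11se and E9fm with E11sm afterwards. The scale skin of each pair comes from older embryos, so region and embryo age are not separated in these comparisons. RNA was hybridised to 20 chicken genome arrays, and the deposited values are the authors' RMA levels on the log2 scale. By the labels, E7fe, E7fm, E9se and E9sm hold 2 arrays each and E9fe, E9fm, E11se and E11sm 3 each, whereas the Methods give 2 arrays per epithelial and 3 per mesenchymal group. The labels are followed here. Group levels below are means ± SD in log2 units over these arrays. Differences are log2 values, scale minus feather or later minus earlier stage, with their SE and with adjusted p from limma, fitted to all 8 groups together and adjusted by Benjamini-Hochberg over 38439 probe sets. A gene is said to pass when its adjusted p is below 0.05. In each gene named with a passing difference all arrays of one group lie above all arrays of the other, which chance alone gives in 33% of 2 against 2, 20% of 2 against 3 and 10% of 3 against 3 groupings. The number of arrays per group limits the precision of every difference.

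Single limb genes, SP8 in epithelium and TBX4 in mesenchyme among them, are strong in early scale skin and close to absent from early feather skin. SP8, a zinc-finger transcription factor of the limb's apical ridge, lies at 10.16 on the array labelled E9fe replicate 1 but at 3.98 and 4.01 on replicates 2 and 3. Both E9se arrays hold it at 9.50 and 10.15. In mesenchyme TBX4, a T-box factor that specifies the hindlimb, lies at 10.39 on the array labelled E9fm replicate 1, against 5.29 and 5.35 on the other E9fm arrays. HOXC9, a patterning gene of the trunk, runs the opposite way, at 5.82 on that array against 9.69 and 9.56. On a scale from 0 for early feather to 1 for early scale skin, the median probe set among those that pass in the early comparison lies at 0.85 on the array labelled E9fe replicate 1 and 0.89 on that labelled E9fm replicate 1. The other E9fe arrays lie at 0.58 and 0.52 and the other E9fm arrays at 0.50 and 0.55. Over these probe sets feather skin at E9 thus lies about midway, so some early differences also arise within feather skin as the embryo ages. The fit pools the spread of all groups, so probe sets on which replicate 1 departs from the other E9 feather arrays pass less readily. The midway position therefore does not hold for every early difference. SP8 lies at 3.61 and 3.88 in E7fe, near its 3.98 and 4.01 on E9fe replicates 2 and 3. The arrays labelled E9fe and E9fm replicate 1 are kept under their labels. The leading counts are also given with these 2 doubted arrays left out, a choice made after seeing the data. The paper's RT-qPCR of the later comparisons (Fig. 3) runs higher in scale for CAMK1G and lower for CAMK4 in epithelium, and lower for ATP2B1 in mesenchyme. The arrays run the same way with these 2 arrays kept or left out, so this does not bear on the label.

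**Figure D1:**
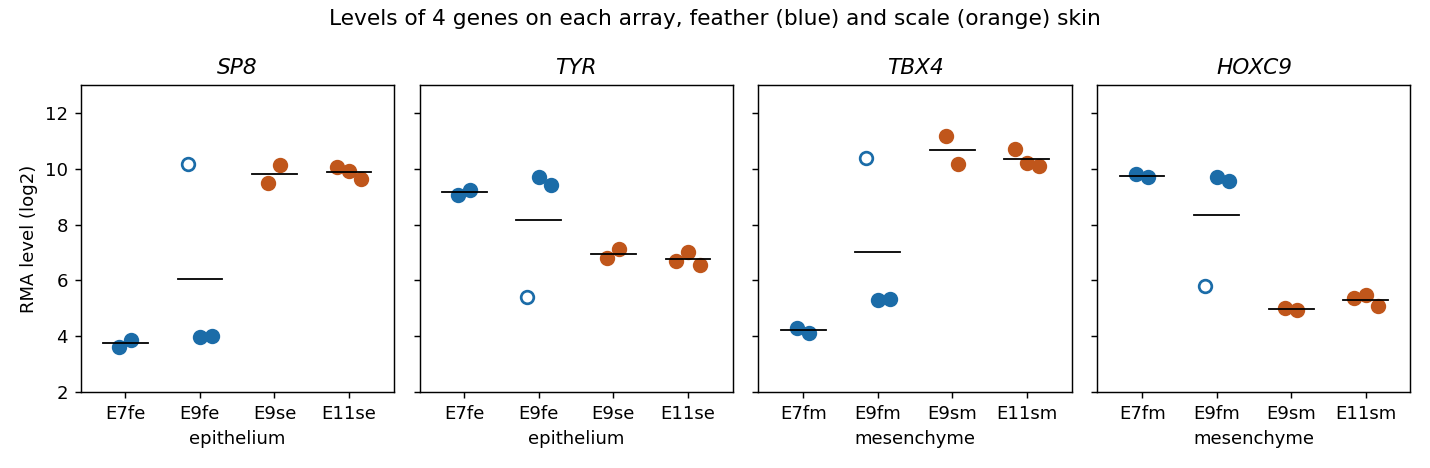
RMA level (log2) of SP8 and TYR on the epithelium arrays and of TBX4 and HOXC9 on the mesenchyme arrays, with 1 point per array, feather groups in blue, scale groups in orange, a horizontal line at each group's mean and open circles for the arrays labelled E9fe and E9fm replicate 1. For SP8, TBX4 and HOXC9 the open circle lies nearer the scale arrays than the other arrays of its group. For TYR it lies at 5.41, below every scale array, while the other E9fe arrays lie at 9.72 and 9.41.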

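Before buds form, scale epithelium at E9 differs from feather epithelium at E7 in single genes of limb identity, matrix, bud signalling and neural crest. It holds more RNA of the limb genes SP8 and DLX6 and of the basement membrane collagen COL4A2. It holds less RNA of the placode signal FGF20 and of SOX10 and other factors of the neural crest that gives rise to melanocytes. Between E7fe and E9se, 314 probe sets passed, 136 higher and 178 lower in scale. With the 2 doubted arrays left out the count was 760 (342 and 418). Leaving out any 1 array of these groups gave 55 to 106, and 97 values of named genes then no longer passed. Neither array belongs to these groups, so they act here only through the spread that the fit pools. SP8 was 3.74 ± 0.19 in E7fe and 9.82 ± 0.45 in E9se (SD, n = 2 each; +6.08, SE 1.34, adjusted p = 0.0438). COL4A2, a collagen chain of basement membrane, was 5.00 ± 0.90 and 10.21 ± 0.20 (+5.21, SE 1.02, adjusted p = 0.0211). POSTN, the matrix protein periostin, was 5.59 ± 0.24 and 10.49 ± 0.38 (+4.90, SE 0.25, adjusted p = 3.42e-08). EPHA3, an ephrin receptor that guides cell sorting, was 3.72 ± 0.21 and 8.21 ± 0.23 (+4.48, SE 0.60, adjusted p = 0.00171). DLX6, a homeobox gene of limb and jaw, was 3.98 ± 0.06 and 7.06 ± 0.41 (+3.07, SE 0.61, adjusted p = 0.0254). Of 38 limb patterning regulators 2 were higher, 1 lower and 35 did not pass (2 and 3 adjusted over the list alone; camera adjusted p = 0.613), the lower one being IRX1 (-2.41, SE 0.31, adjusted p = 0.00134). Lower in scale were HAPLN1, which links hyaluronan in matrix, at 8.65 ± 0.70 and 4.28 ± 0.31 (-4.38, SE 0.69, adjusted p = 0.0055). FGF20, a signal of the feather placode, was 10.34 ± 0.41 and 6.72 ± 0.02 (-3.62, SE 0.33, adjusted p = 3.75e-05). SOX10, a neural crest transcription factor, was 9.14 ± 0.03 and 6.37 ± 0.02 (-2.76, SE 0.45, adjusted p = 0.00716). PAX7 (-1.84, SE 0.27, adjusted p = 0.00382), PAX3 (-1.63, SE 0.33, adjusted p = 0.0268) and FOXD3 (-1.34, SE 0.27, adjusted p = 0.0266), further neural crest factors, were also lower.

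Once feather buds grow, scale epithelium holds more RNA of the WNT inhibitor WIF1 and less of the transcription factor GATA3 than feather epithelium (E9fe and E11se). For this comparison 120 probe sets passed, 48 higher and 72 lower in scale, and 1019 (411 and 608) with the 2 doubted arrays left out. A fit to only these 2 groups passes 3 probe sets, none of the genes named here among them, and leaving out E9fe replicate 2 gives 38. WIF1, a secreted inhibitor of WNT ligands, was 5.09 ± 0.93 in E9fe and 8.52 ± 0.46 in E11se (SD, n = 3 each; +3.43, SE 0.42, adjusted p = 0.00126). FGF20 was higher in scale at this stage, 7.41 ± 0.44 against 9.20 ± 0.54 (+1.79, SE 0.27, adjusted p = 0.00693). SMOC1, a calcium-binding matrix protein, was also higher (+2.56, SE 0.47, adjusted p = 0.0283). GATA3, a transcription factor of epidermal differentiation, was lower in scale (9.50 ± 2.07 against 6.10 ± 0.34; -3.40, SE 0.65, adjusted p = 0.0362), as was LBH (9.39 ± 0.51 against 6.64 ± 0.37; -2.75, SE 0.26, adjusted p = 0.000357). The limb gene HOXA11 was lower (-2.31, SE 0.41, adjusted p = 0.0238). SHH, the hedgehog ligand of the bud, did not pass with all arrays (-1.50, SE 0.59, adjusted p = 0.638) and passed with the 2 arrays left out (-2.57, adjusted p = 3.16e-05).

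Of 27 gene lists fixed in advance, camera with a preset correlation of 0.01 called 7 between E7fe and E9se and 5 between E9fe and E11se (11 and 10 with the 2 arrays left out). With an estimated correlation 0 lists are called in either. Of 10 splits of the E9fe and E11se arrays 5, the real one included, called as many lists, and the highest other called 7. The HOX genes lay lower in scale in both (adjusted p = 0.000338 and 0.00213; adjusted p = 0.157 and 0.184 with an estimated correlation). Of 29 HOX genes 0 passed early, 0 higher and 6 lower when adjusted over the list alone, and late 0 were higher, 1 lower and 28 did not pass (0 and 4 adjusted over the list alone). Peripheral nerve and neuron markers were lower in both (adjusted p = 0.0331 and 0.0107; adjusted p = 0.157 and 0.17 with an estimated correlation), with 0 of 15 higher, 2 lower and 13 not passing early (0 and 4 adjusted over the list alone). Epidermal differentiation genes stood higher in scale late (adjusted p = 0.00071; adjusted p = 0.361 with an estimated correlation), where 0 of 33 passed (2 higher, 0 lower adjusted over the list alone). Early, 1 of them was higher, 0 lower and 32 did not pass (3 and 0 adjusted over the list alone; camera adjusted p = 0.127).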

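Early scale mesenchyme holds more RNA of the limb regulators TBX4 and HOXA13 than feather mesenchyme. It holds less RNA of the HOX gene HOXC9 and of the globin HBZ. Adjusted over all probe sets, most limb and HOX genes do not pass at either stage, though most HOX genes pass early when adjusted over their list alone. The doubted arrays widen the pooled spread, so not passing does not mean no difference. Between E7fm and E9sm 303 probe sets passed, 142 higher and 161 lower in scale, and 773 (383 and 390) with the 2 doubted arrays left out. Leaving out any 1 array of E7fm or E9sm gave 43 to 168, and 88 values of named genes then no longer passed. TBX4 was 4.22 ± 0.13 in E7fm and 10.66 ± 0.70 in E9sm (SD, n = 2 each; +6.45, SE 1.20, adjusted p = 0.0176). HOXA13, which patterns the distal limb, was 4.17 ± 0.08 and 8.97 ± 0.09 (+4.79, SE 0.96, adjusted p = 0.0267). SALL1 (+4.95, SE 1.08, adjusted p = 0.0417), PAX9 (+4.74, SE 1.00, adjusted p = 0.0361) and HOXD13 (+3.64, SE 0.78, adjusted p = 0.039), further limb regulators, were also higher in scale. HOXC9 was 9.76 ± 0.09 and 4.98 ± 0.06 (-4.77, SE 0.83, adjusted p = 0.0114), and the trunk gene HOXB5 was lower too (-4.66, SE 0.98, adjusted p = 0.0361). HBZ, an embryonic globin, was 10.37 ± 0.88 and 5.67 ± 0.08 (-4.70, SE 0.44, adjusted p = 4.98e-05), and the globins HBBR (-4.43, SE 0.97, adjusted p = 0.0436) and HBE (-4.08, SE 0.79, adjusted p = 0.0218) followed. NKX6-1 (-3.71, SE 0.51, adjusted p = 0.0019) and FOXP2 (-3.61, SE 0.70, adjusted p = 0.0218), transcription factors, were lower in scale.

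Between E9fm and E11sm 2 probe sets passed by limma, both higher in scale (0 in a fit to only these 2 groups). An unadjusted p below 0.05 was found for 1810, fewer than chance alone gives among 38439 probe sets. With the 2 doubted arrays left out 889 passed (417 and 472). The first is AvBD1, a gene of the antimicrobial defensins, at 4.44 ± 0.11 and 5.85 ± 0.29 (SD, n = 3 each; +1.41, SE 0.16, adjusted p = 0.00691). The other is MAB21L1, a developmental regulator of eye and limb, at 4.26 ± 0.49 and 6.01 ± 0.35 (+1.75, SE 0.23, adjusted p = 0.0245). With arrays blocked by replicate number only AvBD1 passes (count 1, adjusted p = 0.0166) and MAB21L1 does not (adjusted p = 0.0759).

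Camera called 6 lists early and 5 late in mesenchyme (10 and 8 with the 2 arrays left out). Of 10 splits of the late arrays 5, the real one included, called as many lists at the preset correlation. The highest other called 9. The HOX list was lower in scale early (adjusted p = 0.000457; adjusted p = 0.175 with an estimated correlation), with 3 of 29 higher, 6 lower and 20 not passing (5 and 13 adjusted over the list alone). Late it was lower at adjusted p = 3.51e-05 and, with an estimated correlation, 0.039; 0 members passed, against 4 higher and 9 lower adjusted over the list alone. Skeletal muscle markers lay lower in scale late (adjusted p = 9.06e-12, and 0.039 with an estimated correlation), where 0 of 26 passed and 0 were higher and 9 lower adjusted over the list alone. With all arrays, only these late calls of HOX and muscle lists hold with an estimated correlation among the feather and scale comparisons. Limb patterning regulators lay higher in scale early and late (adjusted p = 0.00418 and 0.00275; adjusted p = 0.578 and 0.545 with an estimated correlation). Early 6 of 38 were higher, 0 lower and 32 did not pass (12 and 3 adjusted over the list alone), and late 0 passed (9 and 1). Erythroid markers lay lower in scale early and late (adjusted p = 3.85e-08 and 0.00275; adjusted p = 0.346 and 0.649 with an estimated correlation), with 0 of 11 higher, 3 lower and 8 not passing early (0 and 4 adjusted over the list alone). Tendon and bone markers lay higher (adjusted p = 0.0332 and 0.00257; adjusted p = 0.574 and 0.154 with an estimated correlation), with 0 of 12 passing late and 2 higher and 0 lower adjusted over the list alone.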

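As feather epithelium passes from the competent to the budding stage it gains the matrix protein periostin and the FGF-binding FGFBP1 and loses the placode signal FGF20. Scale epithelium gains the endothelin receptor EDNRB and the keratin KRT6A over the matching interval. Feather mesenchyme gains the matrix protease ADAMTS17 and loses the globin HBZ. In scale mesenchyme no gene passes with these arrays. From E7fe to E9fe 245 probe sets passed, 86 rising and 159 falling (855 with the 2 doubted arrays left out, 388 and 467). From E9se to E11se the count was 260, with 108 rising and 152 falling (648, 252 and 396). In mesenchyme 200 passed from E7fm to E9fm, 83 rising and 117 falling (871, 516 and 355). A fit to only the 2 groups compared passes 33, 162 and 3 of E7fe to E9fe, E9se to E11se and E7fm to E9fm, and leaving out 1 array gives as few as 48, 19 and 33. From E9sm to E11sm 0 passed by limma in either setting, with 1041 at an unadjusted p below 0.05 and 1676 with the 2 arrays left out. Both are fewer than chance alone gives.

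In feather epithelium periostin (POSTN) rose to 11.14 ± 0.06 (SD, n = 3; +5.55, SE 0.23, adjusted p = 2.49e-09). FGFBP1, which releases FGFs from matrix, rose from 4.86 ± 0.40 (n = 2) to 9.07 ± 2.05 (n = 3; +4.21, SE 0.73, adjusted p = 0.0113). FGF20 fell (-2.93, SE 0.30, adjusted p = 0.000175), as did SCG2, a protein of secretory granules (-2.65, SE 0.22, adjusted p = 1.13e-05). PRKCB, a protein kinase C, fell from 6.17 ± 0.53 to 4.90 ± 0.03 (-1.27, SE 0.22, adjusted p = 0.011). In scale epithelium the endothelin receptor EDNRB rose from 3.74 ± 0.26 (n = 2) to 7.61 ± 0.73 (n = 3; +3.87, SE 0.64, adjusted p = 0.00976) and MME, a membrane metallopeptidase, rose as well (+3.75, SE 0.58, adjusted p = 0.00625). FGF20 rose (+2.47, SE 0.30, adjusted p = 0.00117), opposite to its course in feather epithelium. CAMK2D, a calmodulin-dependent kinase, rose (+1.06, SE 0.22, adjusted p = 0.041). The matrix protein SMOC2 (-3.51, SE 0.38, adjusted p = 0.000498) and the lipid carrier FABP7 (-3.10, SE 0.28, adjusted p = 6.62e-05) fell. In feather mesenchyme ADAMTS17, a matrix protease (+3.94, SE 0.54, adjusted p = 0.0023), and EGFR, the EGF receptor (+1.89, SE 0.27, adjusted p = 0.00353), rose. HBZ fell (-3.34, SE 0.41, adjusted p = 0.000693), and HOXA5 fell (-1.42, SE 0.22, adjusted p = 0.00642).

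Camera called 5 lists from E7fe to E9fe, 10 from E7fm to E9fm, 1 from E9se to E11se and 8 from E9sm to E11sm (4, 10, 5 and 11 with the 2 arrays left out), and 0 in each with an estimated correlation. Epidermal differentiation genes went up in feather and in scale epithelium (adjusted p = 0.000169 and 7.42e-05; adjusted p = 0.441 and 0.3 with an estimated correlation). In feather epithelium 3 rose, 0 fell and 30 of 33 did not pass (5 and 1 adjusted over the list alone), and in scale epithelium 2 rose, 0 fell and 31 did not pass (6 and 2). KRT6A, a keratin of activated epidermis, rose in feather (+2.76, SE 0.47, adjusted p = 0.0102) and scale epithelium (+2.67, SE 0.47, adjusted p = 0.0148). Cell cycle genes went up in feather epithelium and down in feather and scale mesenchyme (adjusted p = 2.88e-08, 5.05e-09 and 0.00272; adjusted p = 0.441, 0.235 and 0.518 with an estimated correlation), with 0 of 30 passing in each. Skeletal muscle markers went up in feather mesenchyme (adjusted p = 2.76e-06; adjusted p = 0.188 with an estimated correlation), where 0 of 26 passed and 10 rose and 1 fell adjusted over the list alone. Endothelial markers went up in scale mesenchyme (adjusted p = 0.000483; adjusted p = 0.453 with an estimated correlation), with 0 of 16 passing. Without E9sm replicate 1 camera calls 0 lists from E9sm to E11sm.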

We also applied GSEA for the regulatory network changes associated with development using comparisons between a competent skin against its differentiated counterpart — E7 feather vs. E9 feather; E9 scale vs. E11 scale. 

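BMP, Hedgehog, WNT, Notch and retinoic acid signals act on bud formation in skin. By the paper's account some promote feather buds, while BMP2 and BMP4 hold them back. As buds form, single WNT ligands, antagonists and receptors rise or fall in epithelium, and so do single BMP genes. Most genes of each network pass in neither skin. From E7fe to E9fe the WNT list (73 genes) had 3 rising, 3 falling and 67 not passing (3 and 8 adjusted over the list alone). WNT11, a ligand of polarity signalling, rose from 6.14 ± 0.06 (SD, n = 2) to 9.18 ± 1.32 (n = 3; +3.04, SE 0.49, adjusted p = 0.0068), and the receptor ROR1 rose (+2.08, SE 0.38, adjusted p = 0.016). WNT2B (-2.26, SE 0.46, adjusted p = 0.0323), the receptor FZD10 (-1.82, SE 0.32, adjusted p = 0.0115) and the antagonist FRZB (-2.43, SE 0.43, adjusted p = 0.013) fell. From E9se to E11se 3 WNT genes rose, 0 fell and 70 did not pass (6 and 1), among them the inhibitors WIF1 (+2.57, SE 0.47, adjusted p = 0.0184) and DKK4 (+2.52, SE 0.53, adjusted p = 0.0399). From E7fm to E9fm 1 rose, 0 fell and 72 did not pass (4 and 1). That gene was TLE1, a WNT co-repressor, which went from 5.96 ± 0.13 to 7.59 ± 0.78 (+1.63, SE 0.30, adjusted p = 0.0202). The list went up there by camera (adjusted p = 0.014; adjusted p = 0.235 with an estimated correlation).

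Of 50 BMP and TGF-beta genes 2 rose, 1 fell and 47 did not pass from E7fe to E9fe (6 and 2 adjusted over the list alone), and 2 rose, 0 fell and 48 did not pass from E9se to E11se (4 and 1). SMAD6, an inhibitor that BMP itself induces, rose in feather epithelium (+1.19, SE 0.22, adjusted p = 0.0203). SMAD9, which carries the BMP signal, rose in feather (+1.22, SE 0.22, adjusted p = 0.0162) and in scale epithelium (+1.30, SE 0.22, adjusted p = 0.0127). The receptor BMPR1B fell in feather epithelium (-1.90, SE 0.37, adjusted p = 0.0239). BMP2 rose in scale epithelium from 8.71 ± 0.34 to 10.44 ± 0.16 (+1.73, SE 0.37, adjusted p = 0.0441). In feather mesenchyme 1 rose, 0 fell and 49 did not pass (6 and 2). BMP4 did not pass there (+1.74, SE 0.51, adjusted p = 0.212). By camera the BMP list went up in feather and in scale mesenchyme (adjusted p = 0.0156 and 0.0181, and 0.188 and 0.245 with an estimated correlation), and the call in scale mesenchyme is lost without E9sm replicate 1. Within E9fm the list (8.08, 8.35 and 8.49 on replicates 1 to 3) runs with endothelial markers (6.90, 8.39 and 8.39), so a change in cell types is not excluded. Of 16 Hedgehog genes 0 passed from E7fe to E9fe by limma (3 at an unadjusted p below 0.05), and SHH was 5.06 ± 0.02 and 7.07 ± 1.91 (+2.01, SE 0.65, adjusted p = 0.307). Leaving out the 2 doubted arrays, SHH rose (+3.08, adjusted p = 1.61e-05). From E9se to E11se 1 Hedgehog gene rose, 0 fell and 15 did not pass: SCUBE2, which releases the ligand from cells, went from 7.04 ± 0.66 to 9.65 ± 0.53 (+2.62, SE 0.49, adjusted p = 0.0221).

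Of 26 Notch genes 1 rose, 0 fell and 25 did not pass from E7fe to E9fe, and 2 rose, 0 fell and 24 did not pass from E9se to E11se. DLK2, a Delta-like protein, rose in feather (+1.09, SE 0.23, adjusted p = 0.0352) and scale epithelium (+1.25, SE 0.23, adjusted p = 0.0171), and NRARP, a Notch target that limits the pathway, rose in scale epithelium (+1.43, SE 0.31, adjusted p = 0.0449). In feather mesenchyme 0 Notch genes passed by limma (5 at an unadjusted p below 0.05), while the list went up by camera (adjusted p = 0.00119; adjusted p = 0.188 with an estimated correlation). Within E9fm the list (6.78, 7.35 and 7.29 on replicates 1 to 3) follows endothelial (6.90, 8.39 and 8.39) and skeletal muscle markers (4.95, 5.78 and 5.69), so a change in cell types is not excluded. The ligand DLL1 was among those that did not pass (+2.09, SE 0.94, adjusted p = 0.523) and rose with the 2 arrays left out (+3.38, adjusted p = 0.0157). Of 21 retinoic acid genes 0 rose, 1 fell and 20 did not pass in feather as in scale epithelium. That gene was RBP5, a retinol-binding protein (-0.88, SE 0.17, adjusted p = 0.0288, and -1.02, SE 0.17, adjusted p = 0.0119). In feather mesenchyme 0 retinoic acid genes passed by limma (3 at an unadjusted p below 0.05). Between feather and scale skin, 0 of the Hedgehog, Notch and retinoic acid genes passed from E7fe to E9se by limma, with 1, 2 and 3 at an unadjusted p below 0.05, and of the BMP genes 1 was higher, 1 lower and 48 did not pass. SMAD6 was higher in scale there (+1.11, SE 0.25, adjusted p = 0.0462) and BMPR1B lower (-2.18, SE 0.40, adjusted p = 0.0156). The paper states that most of the genes its set analysis finds belong to these networks, which earlier work ties to regional skin development.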

We found that most of the developmentally associated genes identified from GSEA were involved in regulatory networks, such as BMP-SHH, WNT, Delta-Notch, and retinoic acid pathways, which have been well described in regional skin development [12,14-17,35,36] (Additional file 1: Figure S1).

**Figure 2:**
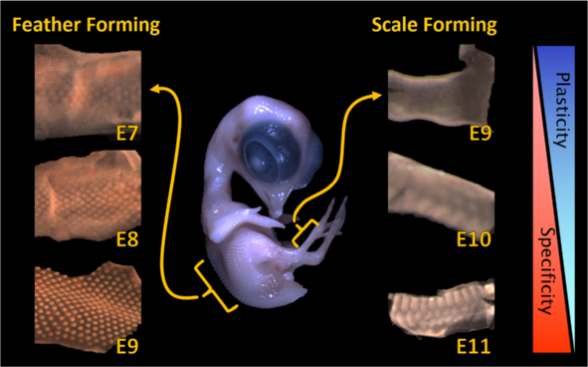
**Developmental progress of feather skin and scale skin.** Left side of chicken embryo: feather skin development from E7 to E9. Right side of chicken embryo: scale skin development from E9 to E11. The development stages for feather and scale skins are matched; top to down represents the developmental trend from undifferentiated skins to differentiated skins. During the process, skin gradually loses developmental plasticity in exchange for gaining regional specificity (right panel).

Next, we sought to identify novel regulatory factors or pathways important for skin feather/scale fate decision. Because genes along a regulatory pathway share either similar or reciprocal regulation patterns under this developmental context [37-39], we considered cosine similarity analysis to be a potentially valid approach because this method presented straightforward identification of co- or reciprocally regulated genes (1 or −1, respectively). We measured the expression correlations between genes that were differentially expressed in feathers and scales (E7fe vs. E9fe, E7fm vs. E9fm, E9se vs. E11se, and E9sm vs. E11sm) [21]. 

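A seed is a probe set whose mean level differs more than 5-fold between feather and scale skin of like stage, whatever its spread between arrays. Early seeds include limb and trunk identity genes, matrix genes and pigment genes. Late mesenchyme seeds include the limb genes TBX4 and HOXA13 again. Between E7fe and E9se 140 probe sets are seeds, 62 higher and 78 lower in scale. CHODL, a C-type lectin (+4.28) and COL4A1, a basement membrane collagen (+3.76), stand at the upper end. PMEL, a protein of the pigment granule (-2.76), and MLANA, a melanosome protein (-2.82), are among those lower in scale. Between E7fm and E9sm there are 159 seeds, 80 higher and 79 lower. LHX9, a limb bud homeobox gene, stands at +4.93 and ZIC1, a zinc-finger transcription factor, at -6.74. Between E9fe and E11se there are 47 seeds, 12 higher and 35 lower, among them the matrix-binding PTN (-2.85) and HHIP, which binds Hedgehog ligands (-2.83). Between E9fm and E11sm there are 33, 13 higher and 20 lower, with HOXA13 at +3.15, ACTC1, a muscle actin, at -3.50 and MYOCD, a regulator of smooth muscle, at -3.30. Without the 2 doubted arrays the late comparisons have 139 seeds (41 higher, 98 lower, 43 of the 47 kept) and 132 (55 and 77, all 33 kept). Leaving out 1 array gives as few as 31 and 16. Of the seeds, 85, 100, 29 and 0 in these comparisons also pass by limma at an adjusted p below 0.05. The fold changes that the supplement prints for 45 seeds of each early comparison have the same sign here for 45 and 45 and exceed 5-fold here for 37 and 39, with a median absolute difference of 0.242 and 0.164 log2.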

In each comparison, a set of differentially expressed probes with fold changes greater than 5 was selected. Cosine values of each probe against each differentially expressed probe were calculated. 

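The cosine of a pair of probe sets compares their courses over all 20 arrays, each centred on its mean, and equals 1 for the same course and -1 for mirror images. Most genes follow neither SP8 nor any other seed, so the bulk of cosines lies near 0. Around the seeds of E7fe and E9se, 13.9% of cosines fall between -0.125 and 0 and 13.1% between 0 and 0.125, and 0.24% and 0.28% lie beyond -0.875 and 0.875. Means are -0.007, -0.02, -0.025 and -0.017 for E7fe with E9se, E7fm with E9sm, E9fe with E11se and E9fm with E11sm. Their SDs are 0.36, 0.365, 0.386 and 0.323. Skewness is 0.07, 0.12, 0.15 and 0.14, and excess kurtosis, 0 for a normal curve, is -0.37, -0.39, -0.42 and -0.28.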

The discrete cosine value distributions at 0.125 intervals were observed to approximate a normal distribution (Figure 1C). 

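Which genes follow a seed depends on whether the tails are drawn from all seeds together or seed by seed. Pooled over seeds, as done here, the tails give some seeds many followers and others few or none. The outer 0.5% on each side begins at cosines of -0.84 and 0.85 for E7fe with E9se, -0.84 and 0.86 for E7fm with E9sm, -0.86 and 0.88 for E9fe with E11se and -0.76 and 0.79 for E9fm with E11sm. GJB6, a gap junction protein of epithelium, is matched by 2790 probe sets, and TWIST2, a transcription factor of dermis, by 2473. FSTL5 is matched by 0 and COL9A1, a cartilage collagen, by 1. The median seed is matched by 71, 107, 110 and 189 probe sets in the order given. Tails drawn within each seed give every seed 386 matches by construction.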

Next, we standardized the cosine value distributions through Fisher’s transformation [40] and then defined the top 0.5% of genes with cosine values close to 1 or −1 in a distribution as potential co- or reciprocally regulated genes. To reduce false positives, we filtered the probes for those correlated with more than 10 differentially expressed probes (Table 1). 

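Genes that follow many seeds at once are for the most part genes that distinguish epithelium from mesenchyme, such as the gap junction gene GJB6 and the dermal regulator TWIST2. Most of them do not pass a test between feather and scale skin themselves. At E7fe with E9se 5334 probe sets follow 1 or more seeds and 2224 follow 10 or more. The counts are 5895 and 2776 for E7fm with E9sm, 3473 and 665 for E9fe with E11se, and 4149 and 290 for E9fm with E11sm. For more than 10 seeds the last count falls to 88, and without E9fm replicate 2 it is 0. Without E9fe replicate 2 the count of 665 is 230. With the 2 doubted arrays left out the counts are 5576 and 2233, 5908 and 2835, 5063 and 2020, and 5875 and 2440. Tails drawn within each seed give 10347 and 1559, 8668 and 1805, 5353 and 406, and 3508 and 359.

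Of the probe sets that follow 10 or more seeds, 2134, 2653, 665 and 245 in the same order pass an epithelium against mesenchyme test in skin of the same comparison by limma, against 17.8% of all probe sets in the early and 23.0% in the late groups. Their own feather against scale difference passes for 7.0%, 6.7%, 9.3% and 0.3% (16.0%, 15.2%, 20.6% and 19.5% with the 2 arrays left out). Among all 38439 probe sets 314, 303, 120 and 2 pass these tests (760, 773, 1019 and 889 with the 2 arrays left out). Probe sets that follow 10 or more seeds thus pass more often than all probe sets, though most do not pass. For E9fm with E11sm this rests on 1 probe set with all arrays. TWIST2 is 3.54 ± 0.04 in E7fe and 12.74 ± 0.01 in E7fm (SD, n = 2 each; +9.19, SE 1.25, adjusted p = 6.33e-05). GJB6 is 11.32 ± 0.07 and 4.22 ± 0.35 (-7.10, SE 0.63, adjusted p = 7.3e-07), and PTN, a growth factor of mesenchyme, runs from 4.37 ± 0.57 in E9se to 11.20 ± 0.23 in E9sm (+6.82, SE 0.47, adjusted p = 6.66e-08). When each compartment is centred on its own mean, 24.2%, 23.6%, 22.4% and 69.3% of these probe sets remain. With the arrays of each profile shuffled, at most 3, 1, 0 and 2 probe sets reach 10 seeds.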

The differentially expressed/co-regulated genes that were identified from these comparisons (Additional file 1: Table S4) were utilized for analysis using the STRING database (http://string-db.org/) [41], in which the embedded Hypergeometric test [42] were used for evaluating the statistical significance of these genes. Genes in the co-regulated/differentially expressed list were compared with the KEGG database. 

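Among seeds and the genes that follow them, an exact test finds matrix, melanogenesis and WNT genes enriched in early skin. In late mesenchyme it finds limb and HOX genes enriched. Most genes that follow 10 or more seeds separate epithelium from mesenchyme. Enrichment among them therefore does not by itself show a difference between feather and scale skin. The lists used here were written by hand from the pathways' known members and are not the KEGG sets. Enrichment was tested by one-sided Fisher's exact test against all 13009 genes on the array and adjusted over the 27 lists. The test treats genes as independent, whereas the followers were picked for similar courses, so its p-values can be too small. Early epithelium yields 1355 genes. Of 72 ECM-receptor genes 27 are among them against 7.50 by chance (adjusted p = 9.48e-09). Of 99 focal adhesion genes 18 are (10.31 by chance, adjusted p = 0.0294), of 67 melanogenesis genes 19 (6.98, adjusted p = 0.000117) and of 144 calcium genes 23 (15.0, adjusted p = 0.0475). Of 75 vascular smooth muscle genes 13 are (7.81, adjusted p = 0.0757). Of the 67 melanogenesis genes 56 are also in another list. WNT ligands and FZD receptors are among the 19 found, so melanogenesis and WNT signalling are not separate results. Early mesenchyme yields 1684 genes, with 24 ECM (9.32, adjusted p = 1.95e-05), 17 focal adhesion (12.82, adjusted p = 0.215), 17 melanogenesis (8.67, adjusted p = 0.0101), 27 calcium (18.64, adjusted p = 0.0608) and 13 smooth muscle genes (9.71, adjusted p = 0.237). Late epithelium yields 434 genes, with 11 ECM (2.4, adjusted p = 0.000218), 8 melanogenesis (2.24, adjusted p = 0.00753), 7 calcium (4.80, adjusted p = 0.428), 5 focal adhesion (3.30, adjusted p = 0.454) and 5 smooth muscle genes (2.50, adjusted p = 0.258). Late mesenchyme yields 212 genes, where only limb regulators (12 of 38, adjusted p = 1.29e-11) and HOX genes (10 of 29, adjusted p = 2.21e-10) are enriched. This last set is unstable, since 0 probe sets follow 10 or more seeds without E9fm replicate 2. With the 2 doubted arrays left out, focal adhesion and calcium genes are no longer enriched in early epithelium (adjusted p = 0.102 and 0.122), and late mesenchyme holds 28 calcium (adjusted p = 0.0059), 23 ECM (adjusted p = 1.04e-05) and 15 smooth muscle genes (adjusted p = 0.0375). Skeletal muscle markers lie at 5.78 and 5.69 on the E9fm arrays that remain and at 4.76, 4.64 and 4.91 in E11sm. Whether muscle content takes part was not tested. Of all 27 lists 14, 12, 6 and 2 are enriched in the order of the comparisons, and among the seeds alone 5, 4, 0 and 2.

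Melanocytes of skin derive from neural crest, and some of their genes are lower in early scale than in feather epithelium. Of 18 melanocyte markers 0 were higher, 2 lower and 16 did not pass from E7fe to E9se (0 and 8 adjusted over the list alone), with a median of -1.65. Camera put the list lower in scale (adjusted p = 9.9e-13; adjusted p = 0.157 with an estimated correlation). TRPM1, a channel of melanocytes, was 7.34 ± 0.70 and 5.27 ± 0.25 (SD, n = 2 each; -2.07, SE 0.39, adjusted p = 0.0176). TYR, the enzyme that makes melanin, was 9.15 ± 0.13 and 6.96 ± 0.23 and did not pass (-2.19, SE 0.90, adjusted p = 0.582), but passed with the 2 arrays left out (adjusted p = 2.85e-05). From E9fe to E11se 0 of the 18 passed (1 higher and 6 lower adjusted over the list alone), with a median of -1.21 (camera adjusted p = 3.92e-06; adjusted p = 0.361 with an estimated correlation). With the 2 arrays left out and an estimated correlation the list is called in both (adjusted p = 0.00148 and 0.00538). The melanogenesis signalling list, which holds receptors and WNT ligands, was lower in early scale epithelium (adjusted p = 0.0329; adjusted p = 0.227 with an estimated correlation), with 0 of 67 higher, 1 lower and 66 not passing (0 and 3 adjusted over the list alone). Smooth muscle genes were not shifted as a list there (adjusted p = 0.859), with 2 of 75 higher, 0 lower and 73 not passing (2 and 1 adjusted over the list alone). GUCY1A3, a subunit of the nitric oxide receptor, was 5.45 ± 0.31 and 8.95 ± 0.05 (+3.51, SE 0.28, adjusted p = 8.25e-06), and MYLK3, a myosin light chain kinase, 5.75 ± 0.41 and 7.04 ± 0.11 (+1.29, SE 0.29, adjusted p = 0.0484). The paper ranks pathways by the number of comparisons in which its test is significant (Table 2).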

We identified ECM-receptor interaction, focal adhesion, melanogenesis, calcium signaling pathway, and vascular smooth muscle contraction as the top 5 pathways in which most of the differentially expressed candidates were substantially involved (Table 2). The WNT signaling pathway is also one of these regulated pathways identified from our cosine similarity analysis. 

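WNT ligands of epithelium and their receptors are among the genes that follow feather and scale seeds. The ligands WNT3A and WNT6 are epithelial genes of both skins. Few WNT genes differ between feather and scale skin themselves. Among seeds and genes following 10 or more of them the exact test finds 23 of 73 WNT genes for E7fe with E9se (7.60 by chance, adjusted p = 2.73e-06), 29 for E7fm with E9sm (9.45, adjusted p = 4.6e-08), 10 for E9fe with E11se (2.44, adjusted p = 0.000984) and 0 for E9fm with E11sm (adjusted p = 1.0). WNT3A was 11.12 ± 0.24 in E7fe and 4.82 ± 0.05 in E7fm (SD, n = 2 each; -6.31, SE 0.65, adjusted p = 3.88e-06). It follows 21 seeds at most in early epithelium and 20 in early mesenchyme, and WNT6, another epithelial ligand, 21 and 16. WNT2B is itself a seed of early epithelium: it was 8.70 ± 0.08 in E7fe and 4.98 ± 0.73 in E9se (SD, n = 2 each; -3.72, SE 0.50, adjusted p = 0.00185). Late it was lower in scale by less than 5-fold, 6.44 ± 1.03 in E9fe and 4.22 ± 0.25 in E11se (n = 3 each; -2.23, SE 0.41, adjusted p = 0.0291). The antagonist FRZB was lower in early scale epithelium (10.11 ± 0.22 and 7.69 ± 0.05; -2.42, SE 0.47, adjusted p = 0.0213). From E7fe to E9se 0 WNT genes were higher, 3 lower and 70 did not pass (1 and 5 adjusted over the list alone), and camera put the list lower in scale (adjusted p = 0.0331; adjusted p = 0.42 with an estimated correlation). From E9fe to E11se 1 was higher, 1 lower and 71 did not pass (1 and 4). In early mesenchyme 2 were higher, 0 lower and 71 did not pass (2 and 1): TLE1 reached 8.35 ± 0.01 in E9sm (+2.39, SE 0.33, adjusted p = 0.00197) and PRICKLE1, of the polarity pathway, was 8.82 ± 0.11 and 10.03 ± 0.02 (+1.21, SE 0.26, adjusted p = 0.0366). WNT11 did not pass in late epithelium with all arrays (adjusted p = 0.588) and was lower in scale with the 2 arrays left out (-1.94, adjusted p = 1.33e-05). The paper reasons that, since WNT is known to act in feather formation, finding it this way lends confidence to the other pathways found.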

Because the importance of WNT pathway in feather differentiation has been clearly demonstrated, the identification of this pathway through our cosine-similarity assay gave us confidence that other novel pathways we identified may also play key roles in feather/scale differentiation.

**Table 1:** **Candidate microarray probes from the cosine similarity analysis**

**Comparison**	**Differentially expressed probes**	**Co-regulated probes**	**Co-regulated probes correlated with ≥ 10 seeds**
E7fe vs. E9se	127	8,835	1,592
E7fm vs. E9sm	151	8,642	2,019
E9fe vs. E11se	131	8,796	1,740
E9fm vs. E11sm	124	8,123	1,955

Numbers of microarray probes that are differentially regulated (seeds), co-regulated with seeds, and co-regulated probes sharing expression patterns with more than 10 seeds are shown.

**Table 2:** **Top 5 significant KEGG pathways identified based on the differentially regulated genes and co-regulated genes from cosine similarity analysis**

**KEGG Pathways**	**E7fe vs. E9se**	**E7fm vs. E9sm**	**E9fe vs. E11se**	**E9fm vs. E11sm**
ECM-receptor interaction	4.94e-08	1.59e-03	5.78e-09	2.06e-03
Focal adhesion	3.88e-08	1.39e-05	1.32e-07	6.21e-04
Melanogenesis	3.34e-05	2.89e-02	2.29e-07	1.46e-02
Calcium signaling pathway	5.79e-03	5.28e-05	2.23e-02	>0.05
Vascular smooth muscle contraction	>0.05	2.30e-05	>0.05	7.21e-04

Differentially expressed genes and co-regulated genes from each feather-scale comparison with similar developmental plasticity. KEGG pathways are ranked based on the number of comparisons showing high significance (p-value < 0.05).

From the top-listed KEGG regulatory pathways, a rich set of intercellular interactions found in the ECM-receptor interaction and focal adhesion suggested significant skin region-specific expressions of skin membrane proteins. 

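Early scale epithelium holds more RNA of the basement membrane collagen COL4A2 and the laminin chain LAMB3 than feather epithelium. In early mesenchyme the matrix proteins THBS2 and FRAS1 differ, in opposite directions. Most genes of matrix and of the intracellular side of adhesion pass in neither compartment. Between E7fe and E9se 2 of 72 ECM-receptor genes were higher in scale, 0 lower and 70 did not pass (9 and 3 adjusted over the list alone). By camera the list was not called (adjusted p = 0.176) and was with the 2 doubted arrays left out (higher in scale, adjusted p = 0.0269; adjusted p = 0.438 with an estimated correlation). Dermal markers moved with it (7.17 and 7.07 in E7fe, 7.76 and 7.38 in E9se) and are called in that setting too (adjusted p = 0.0264; adjusted p = 0.438 with an estimated correlation). COL4A4, COL4A5 and COL4A6, basement membrane collagens like COL4A2, follow up to 45, 18 and 21 seeds of this comparison, and the hemidesmosome integrin ITGB4 32. Between E7fm and E9sm 1 was higher, 1 lower and 70 did not pass (1 and 1 adjusted over the list alone; camera adjusted p = 0.119). THBS2, a matrix protein that restrains vessels, was 7.28 ± 0.06 and 9.45 ± 0.89 (SD, n = 2 each; +2.17, SE 0.35, adjusted p = 0.00772), and FRAS1, which anchors epithelium to dermis, was 7.42 ± 0.94 and 5.46 ± 0.42 (-1.96, SE 0.37, adjusted p = 0.0208). Between E9fe and E11se 0 of the 72 passed by limma (13 at an unadjusted p below 0.05). With the 2 arrays left out 13 were higher and 5 lower, and camera put the list higher in scale (adjusted p = 0.00512; adjusted p = 0.266 with an estimated correlation). Dermal markers were higher there as well (7.10 and 7.06 on the E9fe arrays that remain, 7.52, 7.31 and 7.29 in E11se; adjusted p = 0.00091; adjusted p = 0.147 with an estimated correlation). Whether matrix RNA of dermal cells takes part was not tested.

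Of 99 focal adhesion genes 1 was higher, 0 lower and 98 did not pass in early epithelium (2 and 1 adjusted over the list alone; camera adjusted p = 0.176). VEGFC, a lymphatic growth factor, was 5.23 ± 0.19 and 6.87 ± 0.14 (+1.64, SE 0.35, adjusted p = 0.035). In early mesenchyme 1 was higher, 0 lower and 98 did not pass (1 and 1; camera adjusted p = 0.0503): EGFR was 6.17 ± 0.14 and 7.92 ± 0.35 (+1.75, SE 0.30, adjusted p = 0.01). In late epithelium 0 were higher, 1 lower and 98 did not pass. PARVB, which couples integrins to actin, was 8.77 ± 0.98 and 5.42 ± 0.57 there (n = 3 each; -3.36, SE 0.41, adjusted p = 0.00126). In late mesenchyme 0 genes of either list passed. The paper proposes from these pathways that membrane proteins are expressed by skin region.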

The ECM interactions and subsequent molecular cascades may lead to focal adhesion activities. Previous studies on the pattern formation of early feather skin reported that several families of cell adhesion molecules may play a central role in pattern formation [10,43]. The cell adhesion activities followed restrictive modes and drove the formation of cell aggregates (10–25 cells) in the skin dermal region [44]. The stabilized cell aggregates underwent dermal condensation and acquired the ability (inducer) to send dermal messages to initiate (induce) epidermal placode formation [45-47]. 

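The laminin chain LAMB3 is higher in early scale than in feather epithelium. LAMB4, another laminin chain, is a seed in both epithelial comparisons by its fold alone. It is higher in scale by 1 probe set early (+2.384) and by another late (+2.675). Fibronectin is abundant in both skins and passes in no comparison between them. LAMB3, a chain of the epidermal anchoring laminin, was higher in early scale epithelium (5.92 ± 0.22 in E7fe and 7.07 ± 0.14 in E9se, SD, n = 2 each; +1.15, SE 0.24, adjusted p = 0.0284). LAMA5, the main laminin alpha chain of basement membrane, was 8.71 ± 0.10 and 10.42 ± 0.24 and did not pass (+1.71, SE 0.39, adjusted p = 0.0539), and LAMA4, of vessels and mesenchyme, was 6.00 ± 0.67 and 4.15 ± 0.16 (-1.84, SE 0.51, adjusted p = 0.142). Leaving out the 2 doubted arrays, both passed (adjusted p = 0.00498 and 0.0191). Between E7fe and E9fe LAMA5 rose (+1.83, SE 0.35, adjusted p = 0.024). LAMA3, partner of LAMB3, was 5.02 ± 0.45 in E7fm and 6.85 ± 0.35 in E9sm (+1.83, SE 0.74, adjusted p = 0.563). In the late pairs it was 9.94 ± 1.33 and 11.12 ± 0.18 in epithelium (n = 3 each; +1.18, SE 0.60, adjusted p = 0.927) and passed there with the 2 arrays left out (+1.95, adjusted p = 0.000733). LAMA2, the laminin alpha chain of muscle, was 8.54 ± 2.26 in E9fm and 6.97 ± 0.68 in E11sm (-1.56, SE 0.73, adjusted p = 1.0), and -2.86 with the 2 arrays left out (adjusted p = 0.000289). LAMA3, LAMA4, LAMA5 and LAMB3 follow up to 17, 35, 31 and 34 seeds of the early epithelial comparison, while LAMB1 follows 1, LAMC1 7 and LAMA1, LAMA2 and LAMB2 0. Fibronectin (FN1) was 13.26 ± 0.43 in E7fe and 13.20 ± 0.13 in E9se (-0.07, SE 0.43, adjusted p = 1.0). It differed by -0.19, +0.19 and +0.01 in the other feather and scale comparisons, passed in none and follows 0 seeds in any. The paper proposes that such adhesion proteins reflect intercellular communication that could direct the pattern of the integument.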

Our findings of laminin, fibronectin, and other adhesion protein members within the differentially expressed genes in our pathway analysis supported the concept that specific intercellular communication could direct integument pattern formation. However, ECM interaction and focal adhesion pathways lead to divergent intercellular interaction and a broad spectrum of downstream responses, making it difficult to trace specific molecular interaction cascades and downstream activation targets.

### The calcium signaling pathway is differentially expressed in developing feather and scale regions

Given that the differentiation of embryonic skin epithelium is driven by mesenchymal signaling, interactions between the two skin compartments likely play major roles in modulating epithelial gene expression. 

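Calcium enters epithelial cells through channels, is stored and pumped out again, and acts through calmodulin-dependent kinases and protein kinase C. Early scale epithelium holds more RNA of 1 gene of the calcium list, the kinase MYLK3, and less of 1 other, the dopamine receptor DRD1. Most genes of the list pass in neither compartment. Of 144 calcium signaling genes 1 was higher in scale between E7fe and E9se, 1 lower and 142 did not pass (2 and 5 adjusted over the list alone). Camera did not call the list in either direction (adjusted p = 0.0718). With the 2 doubted arrays left out it was lower in scale (adjusted p = 0.0462; adjusted p = 0.377 with an estimated correlation). The dopamine receptor DRD1 was lower (6.75 ± 0.86 and 4.41 ± 0.03, SD, n = 2 each; -2.34, SE 0.46, adjusted p = 0.0231), and MYLK3 was the member that was higher. Between E9fe and E11se 0 passed by limma (16 at an unadjusted p below 0.05), and 2 were higher and 6 lower with the 2 arrays left out. Between E7fm and E9sm 3 were higher, 1 lower and 140 did not pass (3 and 5 adjusted over the list alone; camera adjusted p = 0.433). These were PLCB1, a phospholipase that releases stored calcium (5.84 ± 0.11 and 8.24 ± 0.45; +2.39, SE 0.51, adjusted p = 0.0384), EGFR, the mitochondrial channel VDAC1 (7.36 ± 0.02 and 9.45 ± 0.26; +2.09, SE 0.28, adjusted p = 0.00171) and, lower, PDE1A, a calmodulin-dependent phosphodiesterase (7.20 ± 0.01 and 4.20 ± 0.78; -2.99, SE 0.63, adjusted p = 0.0351). Between E9fm and E11sm 0 passed by limma (21 at an unadjusted p below 0.05; 2 and 2 adjusted over the list alone), and 7 were higher and 9 lower with the 2 arrays left out. Of 18 subunits of voltage-gated calcium channels 0 were higher, 1 lower and 17 did not pass between E7fe and E9se (0 and 1 adjusted over the list alone; camera adjusted p = 0.789). CACNG3, an auxiliary subunit, was 9.26 ± 0.32 and 6.77 ± 0.47 (-2.49, SE 0.33, adjusted p = 0.00149).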

Among the identified top pathway candidates (Table 2), the calcium signaling pathway demonstrated regulatory preferences on scale-forming epithelium. 

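In epithelium the channel CACNA1D and the kinases CAMK1G, PRKCB and CAMK4 do not pass between feather and scale skin with all arrays. In mesenchyme the export pump ATP2B1 and the exchanger SLC8A3 do not pass either. CACNA1D, the pore of a voltage-gated channel, was 5.25 ± 1.41 in E7fe and 7.08 ± 0.51 in E9se (SD, n = 2 each; +1.83, SE 0.66, adjusted p = 0.413), and 5.59 ± 1.21 in E9fe and 6.73 ± 0.85 in E11se (n = 3 each; +1.14, SE 0.54, adjusted p = 0.873). CAMK1G, a calmodulin-dependent kinase, was 5.72 ± 0.16 and 6.94 ± 0.18 early (+1.22, SE 0.33, adjusted p = 0.134) and 6.10 ± 0.30 and 7.01 ± 0.51 late (+0.91, SE 0.27, adjusted p = 0.297). With the 2 doubted arrays left out it passed in both (adjusted p = 0.0294; +1.08, adjusted p = 0.0311). PRKCB, a calcium-dependent protein kinase C, was 6.17 ± 0.53 and 5.10 ± 0.09 early (-1.07, SE 0.24, adjusted p = 0.0519; 0.045 with the 2 arrays left out). CAMK4, a kinase that acts on transcription, did not pass early (-0.74, SE 0.26, adjusted p = 0.368) or late (-0.60, SE 0.21, adjusted p = 0.489), but was lower in late scale epithelium with the 2 arrays left out (-0.87, adjusted p = 0.0204). ORAI1, the store-operated channel, was 7.16 ± 0.02 and 7.14 ± 0.49 early (-0.02, SE 0.24, adjusted p = 1.0).

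In mesenchyme SLC8A3, a sodium-calcium exchanger, was 5.82 ± 0.69 in E7fm and 5.27 ± 0.46 in E9sm (-0.55, SE 0.30, adjusted p = 0.933). PRKCB did not pass there either (-1.02, SE 0.24, adjusted p = 0.067). ATP2B1, a plasma membrane calcium pump, was 8.83 ± 0.72 in E9fm and 7.58 ± 0.50 in E11sm (n = 3 each; -1.26, SE 0.29, adjusted p = 0.184), and was lower in scale with the 2 arrays left out (-1.62, adjusted p = 0.00239). By cosine, CACNA1D and CAMK1G follow up to 32 and 35 seeds of early epithelium and 13 and 15 of late epithelium, CAMK4 11 of early epithelium (7 with the 2 arrays left out), and ATP2B1 22 of early mesenchyme. PRKCB reaches 9 seeds in early mesenchyme, and ITPKA, which phosphorylates inositol trisphosphate, 6 in early epithelium. CAMK2D and SLC8A3 follow 0 in any comparison and ORAI1 at most 1. From the genes it draws in Fig. 3A, the paper states that those up-regulated lie on export from mesenchyme, import into epithelium and routes to transcription.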

The up-regulated genes were found along the mesenchymal calcium export pathway, epithelial calcium import pathway, and pathways that lead to transcriptional regulation (Figure 3A). Next, we performed RT-qPCR to validate the differentially expressed genes in the calcium signaling pathway during feather and scale development (Figure 3B-E). For the analysis of skin epithelial responses to mesenchymal signaling, we identified a five-fold elevated expression of *CACNA1D* and *CAMK1G* in early scale-forming epithelium compared with the feather-forming counterpart (Figure 3B). In contrast, the ligand-gated calcium channel ORAI1 identified from cosine similarity analysis did not show significant expression differences across all embryonic epithelial skin regions. For the early feather mesenchyme, *SLC8A3* and *PRKCB* (Figure 3C) demonstrated higher expression than the early skin mesenchyme. These data suggested the region-specific expression of members of the calcium signaling channel gene family.

**Figure 3:**
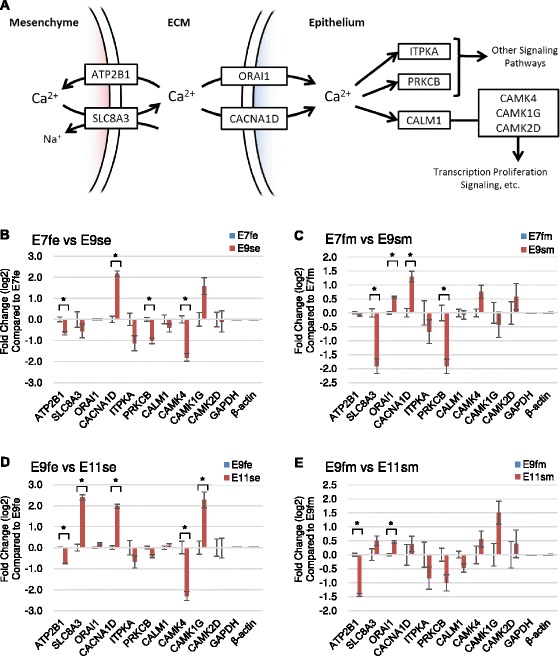
**Differentially regulated genes involved in calcium signaling pathways. A)** Genes along the calcium signaling pathway that may be differentially regulated in the epithelium and mesenchyme. Only differentially expressed genes and co-regulated genes identified by cosine similarity analysis are shown. **B-E)** Expression comparisons of calcium signaling pathway-associated, differentially expressed genes and coregulated genes between feather and scale skins of similar plasticity: **B)** E7fe vs. E9se; **C)** E7fm vs. E9sm; **D)** E9fe vs. E11se; and **E)** E9fm vs. E11sm. *represents p-values < 0.05 for the bracketed comparisons; biological repeats ≥ 3.

Although the role of calcium signaling in the scale-feather switch remains elusive, several downstream effectors of calcium signaling play important roles in epidermal differentiation. Protein kinase C (PKC) is one of the important transactivating effector pathways in response to calcium. Several isoforms of PKC contribute to various events in epidermal development in response to calcium-phospholipase C signaling. For example, PRKCB stimulates melanogenesis by activating tyrosinase [48]. Accordingly, we detected lower *PRKCB* in the scale-forming epidermis, particularly in the differentiating stage, than in the feather-forming scales of hens, whose legs are less pigmented compared with the colored feather coat on the body. Another important effector pathway is modulated by calmodulin (CaM), which can activate CaM kinases (CaMKs) upon binding to calcium. Calcineurin is one of the key targets of CaM-CaMK signaling, and it plays a key role in governing the proliferation and differentiation of keratinocytes together with NFAT and Notch [49]. Interestingly, a diverse response might be elicited by different CaMKs, such as non-canonical Wnt/Ca^2+^ signaling through WNT5a and CaMK2 for ventral cell fate decision [50]. Our results showed increased CaMK1 and decreased CaMK2 and CaMK4 in scale-forming tissue, implying divergent developmental processes governed by different sets of CaMKs.

Calcium signaling pathways are known to be involved in the regulation of human skin development, particularly in keratinocyte development [51,52]. Nevertheless, calcium signaling pathways have not yet been shown to be differentially regulated during early feather/scale skin development. Because calcium signaling is initiated by calcium ion influx, we further investigated the expression of calcium channel subunits in the skin epithelium (Figure 4), as these units show high developmental plasticity and elevated calcium channel expression at early stages. As expected, *CACNA1D* expression is stably up-regulated in the scale skin epithelium by 4-fold compared with that in the feather skin epithelium (Figure 4A). Comparatively, the ligand-gated *ORAI1* showed almost no expression variation in any of the tested embryonic skin epithelium samples (Figure 4B). We also tested other voltage-gated calcium channel α_1_ and α_2_δ subunits (Additional file 1: Table S2 and Additional file 1: Figure S2). We specifically picked these genes because their expressions are not limited to neuronal lineages. Among the tested calcium channel subunits, we observed a transient up-regulation of *CACNA1H* in early feather skin epithelium by approximately 4-fold compared with other tested skin epithelium (Figure 4C). We also observed a moderate *CACNA1H* up-regulation in E11se compared with E9se. Conversely, *CACNA2D1* expression seemed to be favored at earlier developmental stages (Figure 4D), although the level of expression may differ between the feather and scale epithelium. The distinct combination of calcium channel expression may be spatio-temporally regulated to ensure proper levels of calcium-dependent activities for feather/scale skin development and differentiation. Whole-mount in situ hybridization on *CACNA1D* and *CACNA2D1* supported their expressions favored in early metatarsal scale skins compare to early dorsal feather skins (Figure 5). We observed no obvious geometric patterns for the strong expression of these calcium channel subunits in the scale-forming region (Figure 5B,D), which may correspond with the fact that the scale patterning is not clearly identifiable in E9 metatarsal skins [29,53]. Interestingly, CACNA1D showed faint expression coincide with the feather bud region (Figure 5A) and may imply its potential involvement in early feather bud development. The complexity of the expression regulation of the voltage-gated calcium channels supported the notion that calcium is involved in differentially regulated pathways that lead to the development of feather and scale skins. Additionally, expression discrepancies between calcium channels may indicate potential sites of alternative transcription in a tissue-specific manner.

**Figure 4:**
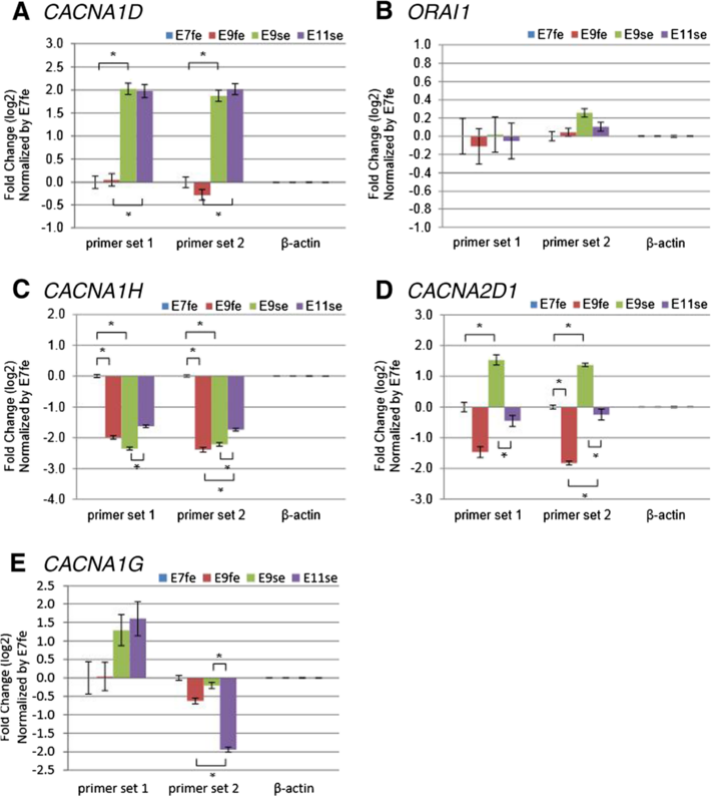
**RT-qPCR validation of the differentially regulated calcium channel genes at the epithelium (biological repeats ≥ 3).** Cosine similarity-identified **A)** *CACNA1D* and **B)** *ORAI1* were tested with different primer sets. Other high voltage-gated calcium channels **C)** *CACNA1H* **D)** *CACNA2D1* and **E)** *CACNA1G* showed distinct expression patterns between feather and scale epithelium. *represents p-values < 0.05 for the bracketed comparisons.

**Figure 5:**
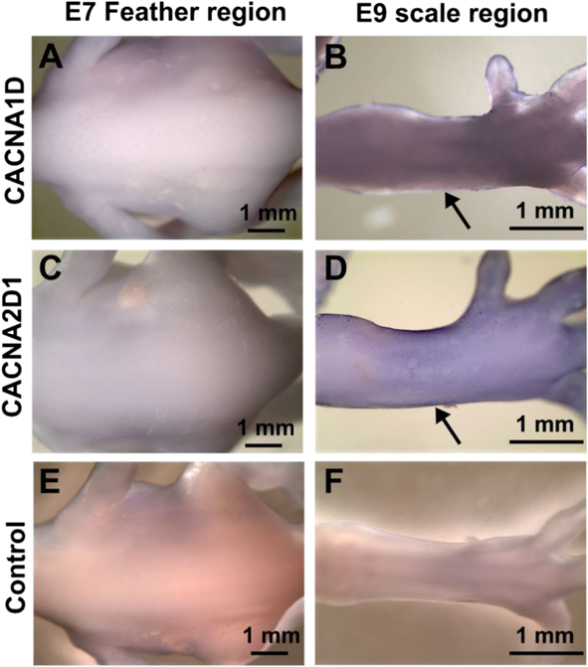
**Whole mount in situ hybridization of CACNA1D and CACNA2D1 in E7 feather forming and E9 scale forming regions. A, B)** CACNA1D; **C, D)** CACNA2D1; **E, F)** control; **A, C, E)** E7 feather forming region; **B, D, F)** E9 scale forming region. Arrows in B and D indicate higher expression levels in the scale forming regions.

### Potential enhancers for calcium channel genes are identified based on the specific combination of histone modifications

Because early embryonic skin epithelium possesses regional developmental plasticity for feather and scale lineages, the correlative expression patterns of the calcium signaling pathway genes may be involved in the developmental process. These spatio-temporal-specific expression patterns are very likely regulated in association with histone modifications on gene enhancers. Histone modification is highly associated with many biological traits such as developmental states, cell type, and tissue type. Because very few enhancer regions have been identified in the chicken model, and enhancer predictions based on sequence conservation may be limited, constructing genome-wide histone modification profiles is of interest. Utilizing the patterns of histone signatures (H3K4me1, H3K27ac, H3K27me3, H3K4me3 and p300 activity) in enhancer regions in embryonic stem cell differentiation from the literature [54], we applied chromatin immunoprecipitation (ChIP) and next-generation sequencing (ChIP-seq) to construct profiles focusing on early skin epithelium (E7fe and E9se) (data not shown). The experiment was conducted using limited cell numbers (10^5^ cells) due to low cell availabilities in embryonic chicken skin tissue, particularly the skin epithelium during plastic stages (E7fe and E9se). Based on our preliminary peak calling analysis results, we designed ChIP-qPCR primers targeting these potential enhancer sites near calcium channel genes (Figure 6, Additional file 1: Table S2, Additional file 1: Figure S3–7). For CACNA1D, three peaks at the approximate transcription start site (TSS) showed increased H3K27ac at E9se, and increased H3K27me3 at E7fe. Similar peaks were found in intron 3 of the gene (Figure 6). These findings supported higher *CACNA1D* expression at E9se than that at E7fe. Comparatively, *CACNA1H* showed moderately higher H3K27ac and lower H3K27me3 recovery at the tested ChIP peaks at E7fe than at E9se. The signatures corresponded with higher *CACNA1H* expression for early feather epithelium E7fe, as expected (Additional file 1: Figure S3). For *CACNA2D1*, a regulatory hotspot found at intron 2 also showed increased H3K27ac at E9se, but less significant changes were observed in the H3K27me3 levels (Additional file 1: Figure S4). These histone signatures correlated well with the expression profiles found at *CACNA1D* and *CACNA2D1,* respectively. These results support the idea that histone modification may regulate the associated enhancer activities in scale- and feather-forming skin [55]. Moreover, studies have demonstrated that calcium influx through L-type voltage-sensitive calcium channels was found to induce enhancer-associated CBP/p300 activities [56] and facilitate histone H3 acetylation through PKCγ phosphorylation [57]. Such a mechanism likely introduces activation signatures to the target genes. The tissue-specific histone modification may result in a positive feedback regulation that increases calcium concentration. Particularly, *CACNA1D* showed transcriptional preferences on scale-forming skin and presented histone signatures that correlated with high transcription at multiple regulatory hotspots for scale-forming skin. Calcium, in general, is required to initiate the differentiation of keratinocytes [51,58]. The accumulation of extracellular calcium was found to be involved in the left-right asymmetric activation of Notch during gastrulation of the chicken embryo [59]. Moreover, a calcium signaling mediator, calmodulin, was found to be involved in avian beak length [60]. These lines of evidence suggest that calcium signaling may play important roles in differentiation and regional specialization. The differentially regulated calcium channel genes we observed in embryonic skin also support the roles of calcium-dependent differentiation signaling pathways. Regarding scale-forming epithelium, the trend of high expression levels of calcium channels may likely increase intracellular calcium, leading to an alternative route to the WNT signaling pathway that bypasses β-catenin [61], to the reduction of β-catenin activity [62,63] and to the demotion of β-catenin-associated feather bud formation [10]. Such speculation poses an interesting line of study for further analysis of calcium channel activities in the regulation of embryonic skin development.

**Figure 6:**
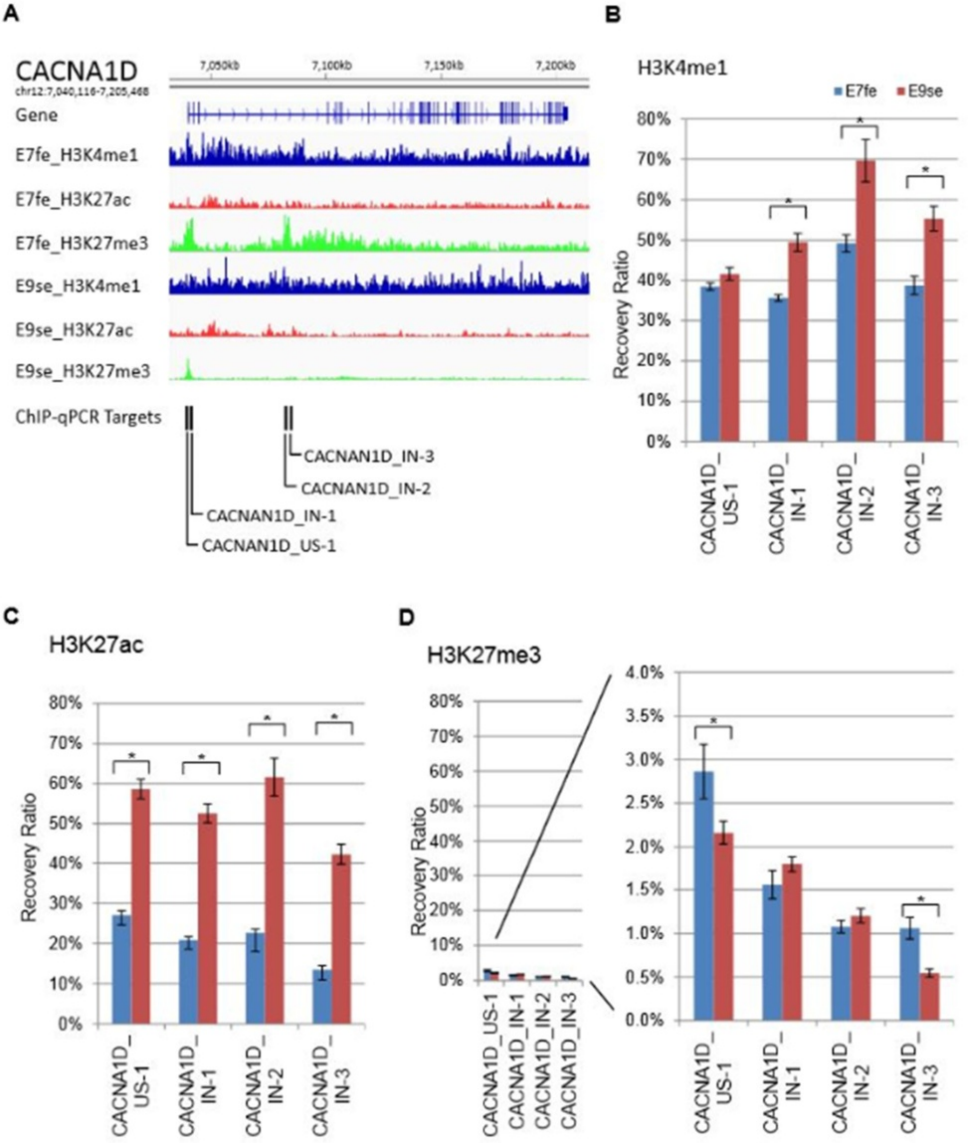
**ChIP-qPCR of the potential enhancer regions that may be associated with** ***CACNA1D*** **gene activities. A)** Mapped ChIP-seq reads on and near *CACNA1D*; ChIP-seq on histone markers H3K4me1, H3K27ac, and H3K27me3 was performed for undifferentiated feather epithelium from embryonic day 7 (E7fe) and undifferentiated scale epithelium from embryonic day 9 (E9se). The positions chosen for ChIP-qPCR amplifications (black vertical bars) were designed based on the most differentially marked regions identified by MACS peak calling analysis. **B-D)** ChIP-qPCR results for enhancer-associated histone markers: H3K4me1, H3K27ac, and H3K27me3, respectively. Results are arranged in sequence from left to right, matching the sites for ChIP-qPCR amplification in **A)**. “US” denotes primer set targeting the region upstream of the gene; “IN” denotes primer set targeting the intron of the gene. *represents p-values < 0.05 for the bracketed comparisons.

## Conclusion

In summary, we demonstrated the applicability of cosine similarities in genome-wide studies for the identification of novel regulatory pathways associated with the differential developmental pathways of embryonic feather and scale skins. We found that calcium signaling pathways are involved in feather/scale developmental bifurcation at the expression level. We demonstrated that voltage-gated calcium channels are expressed spatio-temporally. In particular, *CACNA1D* showed expression preferences toward scale-forming embryonic epithelium. Furthermore, we showed potential correlations between the expression of voltage-gated calcium channels and their histone signatures that are associated with potential enhancers via H3K4me1, H3K27ac, and H3K27me3 marks. Similar tissue specificities were found for *CACNA2D1* and reciprocal for *CACNA1H*. Thus, we showed that the tissue-specific association of voltage-gated calcium channels mediated calcium signaling pathways with the development of feather- and scale-forming embryonic chicken skin. These calcium channels may be used in regulating early feather and scale development or for distinct differentiation pathways of feather/scale phenotypes. Additional functional experiments are required to characterize the roles of calcium channels during avian skin development. Nevertheless, the co-regulated differentially expressed genes described here present novel opportunities for exploration.

## Additional file

Additional file 1: Table S1. Primer sets for RT-qPCR. **Table S2.** Primer sets for ChIP-qPCR. **Table S3.** KEGG pathways identified based on the differentially regulate genes and co-regulated genes from cosine similarity analysis. **Table S4.** Cosine similarity analysis results, for E7fe vs E9se; E7fm vs E9sm; E9fe vs E11se; E9fm vs E11sm. **Figure S1.** GSEA coupled with interaction pathway analysis on embryonic development GO terms for the comparisons between feather and scale of matching developmental stages (E7fe vs E9se, E7fm vs E9sm, E9fe vs E11se, and E9fm vs E11sm); as well as for the comparison of same skin component before and after development (E7fe vs E9fe, E7fm vs E9fm, E9fe vs E11fe, and E9fm vs E11fm). **Figure S2.** RT-qPCR of calcium channel members at the epithelium (biological repeats ≥ 3). **Figure S3.** ChIP-qPCR of the potential enhancer regions that may be associated with *CACNA1H* gene activities. **Figure S4.** ChIP-qPCR of the potential enhancer regions that may be associated with *CACNA2D1* gene activities. **Figure S5.** ChIP-qPCR of the potential enhancer regions that may be associated with *CACNA1C* gene activities. **Figure S6.** ChIP-qPCR of the potential enhancer regions that may be associated with *CACNA1G* gene activities. **Figure S7.** ChIP-qPCR of the potential enhancer regions that may be associated with *CACNA2D3* gene activities.

## Abbreviations

ChIP: Chromatin immunoprecipitation
ChIP-seq: ChIP next-generation sequencing
E7fe: Embryonic day 7 feather-growing skin (dorsal) epithelium
E7fm: Embryonic day 7 feather-growing skin (dorsal) mesenchyme
E9fe: Embryonic day 9 feather-growing skin (dorsal) epithelium
E9fm: Embryonic day 9 feather-growing skin (dorsal) mesenchyme
E9se: Embryonic day 9 scale-growing skin (metatarsal) epithelium
E9sm: Embryonic day 9 scale-growing skin (metatarsal) mesenchyme
E11se: Embryonic day 11 scale-growing skin (metatarsal) epithelium
E11sm: Embryonic day 11 scale-growing skin (metatarsal) mesenchyme
FC: Fold change
RT-qPCR: Reverse transcription-real-time polymerase chain reaction
GSEA: Gene set enrichment analysis
STRING: Search tool for the retrieval of interacting genes/proteins
KEGG: Kyoto encyclopedia of genes and genomes
ECM: Extracellular matrix
TSS: Transcription start site
PKC: Protein kinase C
PRKCB: Protein kinase C, beta
PKCγ: Protein kinase C, gamma
CaMK: CaM kinase
WNT: Wingless-type MMTV integration site family
BMP: Bone morphogenetic protein
SHH: Sonic hedgehog
FGF: Fibroblast growth factors
CACNA1D: Calcium channel, voltage-dependent, L type, alpha 1D
CAMK1G: Calcium/calmodulin-dependent protein kinase I gamma
SLC8A3: Solute carrier family 8 (sodium/calcium exchanger), member 3
ORAI1: ORAI calcium release-activated calcium modulator 1
H3K4me1: Histone H3, Lysine 4 mono-methylation
H3K27ac: Histone H3, Lysine 27 acetylation
H3K27me3: Histone H3, Lysine 27 tri-methylation

# Supplementary material for: Emergence of differentially regulated pathways associated with the development of regional specificity in chicken skin
**Source:** BMC Genomics. 2015 Jan 23;16(1):22. doi: 10.1186/s12864-014-1202-9
**Supplement:** Additional file 1: Table S1. — Primer sets for RT-qPCR. Table S2. Primer sets for ChIP-qPCR. Table S3. KEGG pathways identified based on the differentially regulate genes and co-regulated genes from cosine similarity analysis. Table S4. Cosine similarity analysis results, for E7fe vs E9se; E7fm vs E9sm; E9fe vs E11se; E9fm vs E11sm. Figure S1. GSEA coupled with interaction pathway analysis on embryonic development GO terms for the comparisons between feather and scale of matching developmental stages (E7fe vs E9se, E7fm vs E9sm, E9fe vs E11se, and E9fm vs E11sm); as well as for the comparison of same skin component before and after development (E7fe vs E9fe, E7fm vs E9fm, E9fe vs E11fe, and E9fm vs E11fm). Figure S2. RT-qPCR of calcium channel members at the epithelium (biological repeats ≥ 3). Figure S3. ChIP-qPCR of the potential enhancer regions that may be associated with CACNA1H gene activities. Figure S4. ChIP-qPCR of the potential enhancer regions that may be associated with CACNA2D1 gene activities. Figure S5. ChIP-qPCR of the potential enhancer regions that may be associated with CACNA1C gene activities. Figure S6. ChIP-qPCR of the potential enhancer regions that may be associated with CACNA1G gene activities. Figure S7. ChIP-qPCR of the potential enhancer regions that may be associated with CACNA2D3 gene activities.

**Supplementary Tables**

**Supplementary Table 1.** Primer sets for RT-qPCR. Asterik marks are primers for housekeeping genes GAPDH (cytosolic protein control) and β-actin (membrane protein control)

| Primer set | Note | Forward Primer | Reverse Primer |
| --- | --- | --- | --- |
| ATP2B1 |  | 5'-GGAACTTCGAGCTACAGATGC-3' | 5'-CCCAAAAACTGCTTCTCTCCT-3' |
| CACNA1D (1) | α_1_ subunit | 5'-TCATTATTTGGGAGAGCAGGA-3' | 5'-GGGTGATGGTAACCTTTTGG-3' |
| CACNA1D (2) | α_1_ subunit | 5'-CCGTGCCCTTTTCTGTTTAT-3' | 5'-CATCTTCTGGGAATGGGATG-3' |
| CACNA1H (1) | α_1_ subunit | 5'-TGAGACGCCTGGAGAAAAAG-3' | 5'-GGCTGGTTGTAGTGCTCCAT-3' |
| CACNA1H (2) | α_1_ subunit | 5'-CCAGCCACTATCTCGACCTC-3' | 5'-AGGACTGCCTCGAACACAAA-3' |
| CACNA2D1 (1) | α_2_δ subunit | 5'-ACTCCAAGCAGTCCATCATGT-3' | 5'-TGTAATTCCACCATCCGTAACA-3' |
| CACNA2D1 (2) | α_2_δ subunit | 5'-TGAAACCTGCAGTTGTTGGA-3' | 5'-CCCGATTTGACATCAGAAGAA-3' |
| CALM1 |  | 5'-GCTGGGTCAAAATCCAACAG-3' | 5'-CTCGCTGTCTGTGTCCTTCA-3' |
| CAMK1G |  | 5'-CAGGTCCTGACAGCAGTGAA-3' | 5'-GACATGATGCCGTTCTGCT-3' |
| CAMK2D |  | 5'-CTGTCGTCTCTTGAAGCATCC-3' | 5'-CTGGCATCTGCTTCACTGTAA-3' |
| CAMK4 |  | 5'-ATCGACGGCTCTAACAAGGA-3' | 5'-ATGTGAAAGGCGAAGAAGGA-3' |
| GAPDH * |  | 5'-CCTCTCTGGCAAAGTCCAAG-3' | 5'-ACAAGTTTCCCGTTCTCAGC-3' |
| ITPKA |  | 5'-CCAGTGATTAGCCCCTTCAA-3' | 5'-TCAATCGCTCAAAACACTCCT-3' |
| ORAI1 (1) |  | 5'-GTCCTGGCGGAAGCTCTAC-3' | 5'-CGTGGGTAGTCATGTTCTGC-3' |
| ORAI1 (2) |  | 5'-GTATGCATCGGCACATTGAG-3' | 5'-GGTCAAGGGGGTTCTTCTTC-3' |
| PRKCB |  | 5'-CTCACTGCTGTATGGCCTCA-3' | 5'-TCGGCCCTGATGTATATCCT-3' |
| SLC8A3 |  | 5'-CTTTGCGGTGGGAATTATTG-3' | 5'-AGCATGGTCATCATCCAAGA-3' |
| β-actin * |  | 5'-CTCCCTGATGGTCAGGTCAT-3' | 5'-AGACAGCACTGTGTTGGCATA-3' |
| CACNA1C (1) | α_1_ subunit | 5'-AACGCAGAGGAAAACTCTCG-3' | 5'-GAAGAGCCACATAGGGGAGA-3' |
| CACNA1C (2) | α_1_ subunit | 5'-GGGATGCAGGTGTTTGGTAA-3' | 5'-GGGGTCGCACTTCTTGTCT-3' |
| CACNA1S (1) | α_1_ subunit | 5'-TATGTTGCCCTGCTGATCG-3' | 5'-GTGGCACACCTGAAGAGCA-3' |
| CACNA1G (1) | α_1_ subunit | 5'-CCTGCTCTGCTTCTTCGTCT-3' | 5'-AAGGGGTTCTCGTCCTCATT-3' |
| CACNA2D3 (1) | α_2_δ subunit | 5'-GAAAAGAGCCATTGCTCCAA-3' | 5'-CCAAGGAAGGCAACTTCAAC-3' |
| ORAI2 (1) |  | 5'-TGCTCTCTGGATTTGCAATG-3' | 5'-GAATGCAGGTGCTGATGAGA-3' |

**Supplementary Table 2.** Primer sets for ChIP-qPCR. ”US denotes up-stream, “IN” denotes intron, and “DS” demotes down-stream.

| Primer set | Forward Primer | Reverse Primer |
| --- | --- | --- |
| CACNA1D_US-1 | 5'-TGGCTTAGGATGGGAATGG-3' | 5'-CCAGCTCGGCTCTCCAC-3' |
| CACNA1D_IN-1 | 5'-CCACCACACAGTATGGGATTT-3' | 5'-CCTCCTAATGACCAACTCTGCT-3' |
| CACNA1D_IN-2 | 5'-CACTGTCAAATGGGAAACCA-3' | 5'-TTTGGAATCCTAAAGTCACACAG-3' |
| CACNA1D_IN-3 | 5'-GGAGAATGCAGTGCGTGTAA-3' | 5'-GCCTGAAGTTAGGCAACAAAA-3' |
| CACNA1H_US-1 | 5'-AGTGATGGGGAACCACTGAG-3' | 5'-TGCCGATGATTCACTTTTGA-3' |
| CACNA1H_IN-1 | 5'-AGCCACACAAGCTGCCTTT-3' | 5'-CTAGCTGTGTACCTGCCCAAC-3' |
| CACNA2D1_US-2 | 5'-CTGCCACAGAGAAGGGTGTA-3' | 5'-GGGCTGCATTCATATACTCG-3' |
| CACNA2D1_US-1 | 5'-CAAAGGGTTTCTTTTTCTTTGC-3' | 5'-TCAGACGCTTCTCCTGACTTT-3' |
| CACNA2D1_IN-1 | 5'-GCTGCAGCAAATGTATAACG-3' | 5'-AAGAATGGCAAACCAAATGC-3' |
| CACNA2D1_DS-1 | 5'-CAGGCTTTTCAGAAGGGATAGA-3' | 5'-TCCTCCTGATCAGATGTCCTG-3' |
| CACNA1C_US-1 | 5'-CTTCCCTCACACCTCCTCAT-3' | 5'-CCTACATCAGCAGCATCGTG-3' |
| CACNA1C_US-2 | 5'-CAGCTGGAACATCTGGAAGC-3' | 5'-GCTTCTGCTCCTCCTCTTCA-3' |
| CACNA1C_US-3 | 5'-TCCTAAAAACCACCCAACGA-3' | 5'-GAGGGCCAGGTTGACTCAT-3' |
| CACNA1C_DS-1 | 5'-GTGTACCACAGCGCAAAGAA-3' | 5'-TCAGGAGAACGTCTTGAGCA-3' |
| CACNA1C_DS-2 | 5'-AGCGGTTCGTTTCTTGTAGC-3' | 5'-CTCGGAAACAGCAGATGTGA-3' |
| CACNA1G_DS-1 | 5'-TTGGAGCGAGGATTAGTTCTG-3' | 5'-TGAGCACCACAGGAGCAGTA-3' |
| CACNA1G_DS-2 | 5'-TACACACGGTGTTGGCACA-3' | 5'-TTGGAGTCGGATCTGAACCT-3' |
| CACNA1G_IN-3 | 5'-CTGGGAAGATGGATGAGGTG-3' | 5'-GGGAAAGCACAGCTCAGAAT-3' |
| CACNA1G_IN-2 | 5'-GCACAACGACCTGCATTG-3' | 5'-ACGCACCCACAGCTCCT-3' |
| CACNA1G_IN-1 | 5'-CAGCGCTGTCACTCCTCTC-3' | 5'-TCCAAGTCCTTTGCTTGCTT-3' |
| CACNA2D3_US-1 | 5'-CACGTTCAAAGGAGCACGTA-3' | 5'-GATGCTGGGGGTATTTTGTC-3' |
| CACNA2D3_IN-1 | 5'-TGTTTCTTCTGTTGTTTCAGTGG-3' | 5'-CGACATCTAATGAGCAAAATGG-3' |
| CACNA2D3_IN-2 | 5'-CAATGAAATGAGGGCATTGA-3' | 5'-CAGCAGCATTCTTTCCCTTC-3' |

**Supplementary Table 3.** KEGG pathways identified based on the differentially regulate genes and co-regulated genes from cosine similarity analysis. Genes are identified from each feather-scale comparison with similar developmental plasticity. KEGG Pathways are ranked based on the number of comparisons, in which showed high significance (p-value <0.05).

| **KEGG Pathways** | **E7fe vs. E9se** | **E7fm vs. E9sm** | **E9fe vs. E11se** | **E9fm vs. E11sm** |
| --- | --- | --- | --- | --- |
| ECM-receptor interaction | 4.94e-08 | 1.59e-03 | 5.78e-09 | 2.06e-03 |
| Focal adhesion | 3.88e-08 | 1.39e-05 | 1.32e-07 | 6.21e-04 |
| Melanogenesis | 3.34e-05 | 2.89e-02 | 2.29e-07 | 1.46e-02 |
| Calcium signaling pathway | 5.79e-03 | 5.28e-05 | 2.23e-02 | > 0.05 |
| Vascular smooth muscle contraction | > 0.05 | 2.30e-05 | > 0.05 | 7.21e-04 |
| Gap junction | > 0.05 | 1.42e-04 | > 0.05 | 1.66e-02 |
| Arginine and proline metabolism | > 0.05 | 1.95e-03 | > 0.05 | 1.07e-02 |
| Cell adhesion molecules (CAMs) | > 0.05 | 1.01e-02 | 1.45e-03 | > 0.05 |
| Adherens junction | > 0.05 | 6.74e-03 | 4.09e-02 | > 0.05 |
| Wnt signaling pathway | 3.94e-02 | > 0.05 | 1.56e-02 | > 0.05 |

**Supplementary Table 4.** Cosine similarity analysis results, for E7fe vs E9se; E7fm vs E9sm; E9fe vs E11se; E9fm vs E11sm. Non-redundant microarray probes co- or reciprocally regulated with more than 10 seeds were listed. See file: Cosine Similarity Selected Genes.xlsx

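The supplementary table gives, for each comparison, the seeds as columns and the probe sets that follow more than 10 of them below, with the fold change and number of matches of each seed. In the text available here 45 seeds of each early comparison can be read, and the late sheets are cut off. SP8, whose fold change there equals +6.08 log2, has 566 matches in that table and fewer here with pooled tails. The matches of the seeds shown run from 164 to 887 for E7fe with E9se and from 187 to 769 for E7fm with E9sm, all the paper's values.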

**Supplementary Figures**

**Supplementary Figure 1.** GSEA coupled with interaction pathway analysis on embryonic development GO terms for the comparisons between feather and scale of matching developmental stages (E7fe vs E9se, E7fm vs E9sm, E9fe vs E11se, and E9fm vs E11sm); as well as for the comparison of same skin component before and after development (E7fe vs E9fe, E7fm vs E9fm, E9fe vs E11fe, and E9fm vs E11fm). Highlighted network component are found significant in the comparison (denoted in brackets).

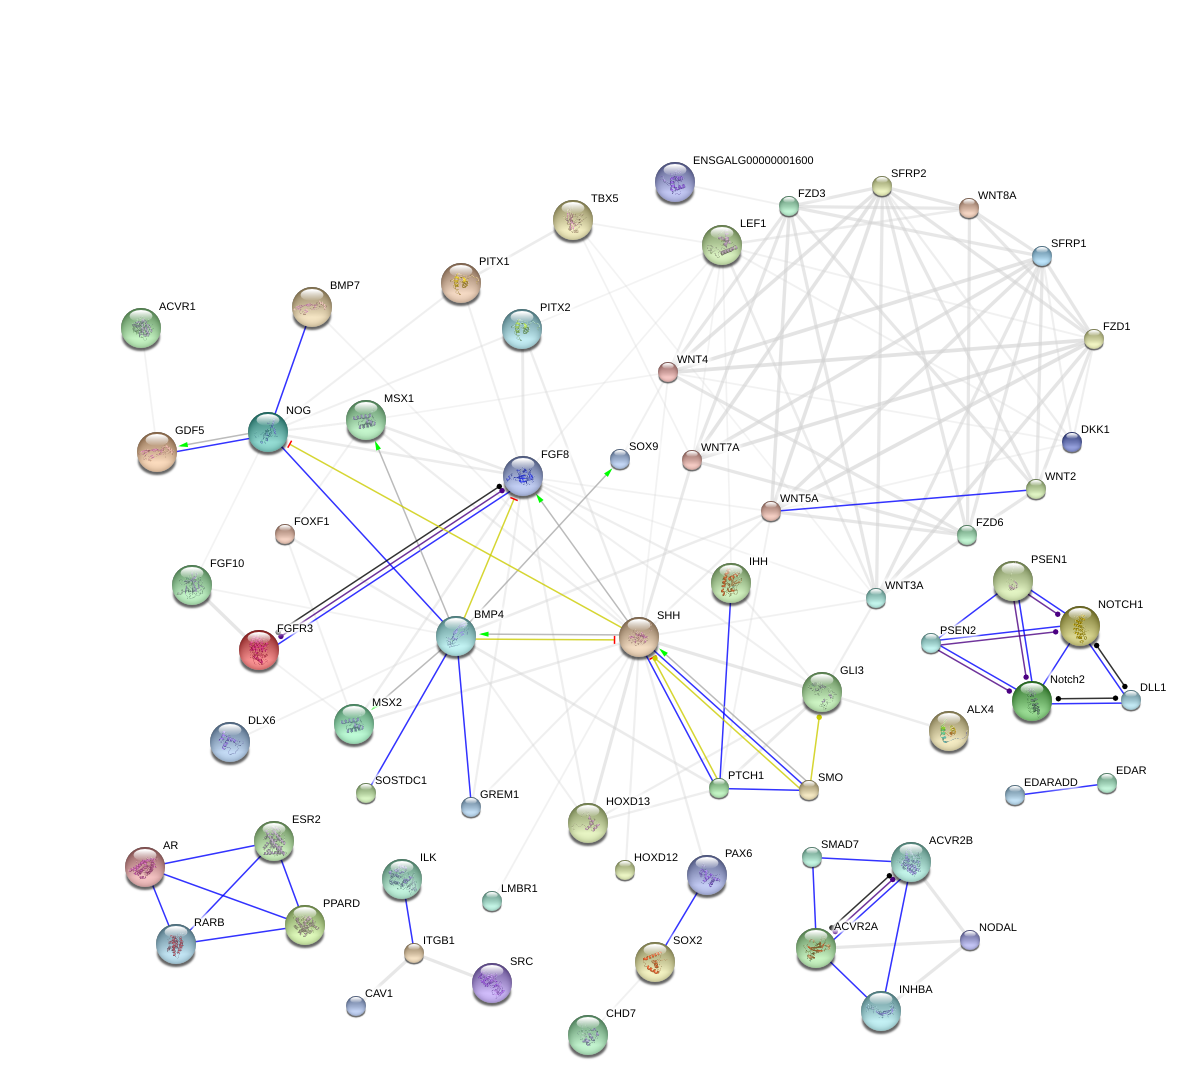

cell fate specification (E7fe < E9fe)

chromatin assembly or disassembly (E7fe > E9sm)

determination of left/right symmetry (E7fe < E9fe; E9sm < E11sm)

embryonic digit morphogenesis (E9sm > E7fm; E11sm > E9fm)

embryonic hindlimb morphogenesis (E9sm < E7fm)

embryonic limb morphogenesis (E9se > E7fe; E9fe > E7fe)

hair follicle development (E11sm < E9sm)

negative regulation of BMP signaling pathway (E9fm > E7fm)

negative regulation of epithelial cell proliferation (E9fm > E7fm; E11sm > E9sm)

positive regulation of canonical Wnt receptor signaling pathway (E9fe < E7fe)

**GO terms**

**Interactions**

Activation

Inhibition

Binding

Phenotype

Catalysis

Post-transl. m

Reaction

Expression

Correlation

**Supplementary Figure 2.** RT-qPCR on calcium channel members

*****

*****

*****

*****

*****

*****

*****

*****

*****

*****

*****

*****

*****

*****

**Supplementary Figure 3.** ChIP-qPCR on the potential enhancer regions that may be associated with the CACNA1H gene activities

**B**

**A**

CACNAN1H_US-1

CACNAN1H_IN-1

**D**

**C**

*****

*****

*****

*****

**Supplementary Figure 4.** ChIP-qPCR on the potential enhancer regions that may be associated with the CACNA2D1 gene activities

**A**

**B**

CACNAN2D1_US-1

CACNAN2D1_DS-1

CACNAN2D1_US-2

CACNAN2D1_IN-1

**C**

**D**

*****

*****

*****

*****

**Supplementary Figure 5.** ChIP-qPCR on the potential enhancer regions that may be associated with the CACNA1C gene activities

**B**

**A**

CACNAN1C_DS-2

CACNAN1C_DS-1

CACNAN1C_US-1

CACNAN1C_US-2

CACNAN1C_US-3

*****

*****

**C**

**D**

*****

*****

*****

*****

*****

*****

**Supplementary Figure 6.** ChIP-qPCR on the potential enhancer regions that may be associated with the CACNA1G gene activities

**A**

**B**

CACNAN1G_IN-1

CACNAN1G_IN-2

CACNAN1G_IN-3

CACNAN1G_DS-1

CACNAN1G_DS-2

*****

*****

**C**

**D**

*****

*****

*****

*****

**Supplementary Figure 7.** ChIP-qPCR on the potential enhancer regions that may be associated with the CACNA2D3 gene activities

**B**

**A**

CACNAN2D3_IN-2

CACNAN2D3_IN-1

CACNAN2D3_US-1

*****

**C**

**D**

*****

*****

*****

*****

*****

How the deposited data were processed for this re-analysis (not part of the article)

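Chicken genome arrays measured RNA of feather-forming and scale-forming skin, split into epithelium and mesenchyme, at embryonic days 7, 9 and 11. The 20 arrays form 8 groups by their labels: E7fe, E7fm, E9se and E9sm with 2 arrays each, and E9fe, E9fm, E11se and E11sm with 3 each. The paper's Methods state 2 arrays for each epithelial and 3 for each mesenchymal group, also 20 in all; no source lists them one by one, and the labels were followed. The sample titles call the arrays of a group biological replicates. The paper gives 1–4 embryos per repeat for skin it collected itself. For the arrays, which it took from earlier work, it gives no embryo number. No source says whether epithelium and mesenchyme arrays of the same number share embryos. The deposited values are levels on the log2 scale that the authors made from the raw intensities with RMA in the affy package, which corrects background, normalises by quantiles and summarises probes to probe sets. The raw files were not used, so these steps stand as deposited, and another background correction could not be tried. Array medians lie between 5.618 and 5.686 log2, the lowest levels between 2.36 and 2.49 and the highest between 14.36 and 14.60. The table holds 38535 probe sets; 96 array controls were left out and 38439 tested. Gene symbols come from the annotation supplied with the array: 27168 probe sets carry 1 symbol, 177 several and 11094 none, for 13009 genes, of which 7334 have at least 2 probe sets. A gene is represented by its probe set of highest mean level over all arrays. No values are missing. Calculations used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9, and R 4.3.3 with limma 3.58.1.

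Differences between groups were tested with limma: 1 mean per group over all 8 groups and 20 arrays, moderated by eBayes, with Benjamini-Hochberg adjustment over the 38439 probe sets within each comparison and a threshold of 0.05. The comparisons are scale against feather skin of like competence (E7fe with E9se, E7fm with E9sm, E9fe with E11se, E9fm with E11sm), later against earlier stage of each tissue, and mesenchyme against epithelium of each skin. Differences of differences were tested in the same fit: whether the scale against feather difference changes with stage within a compartment or differs between compartments at a stage. Leaving out an array where a group then holds a lone array assumes that this array varies like the other groups. The fit was tested on simulated data of 38439 probe sets with independent noise, in which 50 drawn at random were changed by each known size. It recovered 26% of changes of 1, 84% of 2 and 100% of 3 log2 units for E7fe with E9se, with 4.3% of calls false, and 40%, 88% and 96% for E7fm with E9sm, with 8% false. For E9fe with E11se it recovered 52%, 94% and 100% (6.5% false) and for E9fm with E11sm 56%, 96% and 100% (8.3% false). These shares do not hold for genes whose spread the doubted arrays widen. In E9fm with E11sm TBX4 (+3.32) and HOXA13 (+3.15) do not pass.

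The 27 gene lists, of 11 to 144 genes on the array, were written by hand from known members of pathways the paper names, cell types and processes. They are not the KEGG or GO sets of the paper, which were not at hand, and neither STRING nor GSEA could be run. Each list was tested with camera at a preset correlation between genes of 0.01, and again with an estimated correlation, adjusted over the 27 lists. Counts adjusted over the list alone use the limma p-values of its members. The genes named were fixed by a rule. For each scale and feather comparison these are the 10 with the largest positive and the 10 with the largest negative difference among genes with 1 symbol that pass and whose groups do not overlap. For each other comparison they are 5 each way, and for each list and comparison up to 2 each way that pass. Every one of the 44 genes the paper names was added, of which 40 have a probe set. Fold changes of seeds in Table S4 had been seen when the rule was written. Genes named for the number of seeds they follow or for their size among seeds were chosen after their values were seen.

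Cosine similarity takes seeds, tails and formula from the paper's Methods, with departures. Seeds are probe sets whose group means differ more than 5-fold. The paper's formula states no centring. Here each probe set was centred on its mean over the 20 arrays, which makes the cosine a correlation, since levels that are all above 0 allow no negative cosine. Cosines with every seed were Fisher-transformed. Probe sets in the outer 0.5% on either side, pooled over the seeds of a comparison, count as following a seed, and those following 10 or more were kept, where the Methods keep more than 10 and the heading of Table 1 gives 10 or more. The calculation was tested on simulated profiles. Seeds and kept probe sets were tested against the lists by one-sided Fisher's exact test, with the 13009 genes as background and adjustment over the 27 lists. This test treats genes as independent, whereas kept probe sets were picked for similar courses and mostly separate epithelium from mesenchyme. The profiles were also shuffled over arrays 20 times, and cosines were recomputed after centring each compartment on its own mean.

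Replicate numbers were checked for pairing. In comparisons of 3 arrays with 3, arrays of the same number deviate together: correlations of their deviations from the group means are 0.312, 0.42 and 0.353 for E9fe with E11se, 0.209, 0.652 and 0.298 for E9fm with E11sm, 0.259, 0.46 and 0.332 for E9fe with E9fm, and 0.336, 0.707 and 0.455 for E11se with E11sm. The pairing rests on these correlations and the labels, since no source says what a number stands for. Alternatives were the eBayes prior, cyclic loess or median centring between arrays, a limit on dim probe sets (mean level above 5.714 log2), a block for replicate number, a fit to only the compared groups, the mean of all probe sets of a gene, seed folds of 4 and 6, tails within each seed or from the SD of the pooled values, and leaving out each array in turn. Leaving out the arrays labelled E9fe and E9fm replicate 1 together was added after seeing the data.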

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

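The tests of the array labels, of the melanocyte markers and of other splits of the arrays were chosen only after the results were seen; the tests of the probe sets that follow 10 or more seeds were not, apart from that of E9fm with E11sm alone.

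In epithelium the scale against feather difference changes with stage for some genes, which a test of that change picked out. From E7fe with E9se to E9fe with E11se, 49 probe sets changed their difference. FGF20 turned from lower to higher in scale (-3.62 to +1.79, change 5.40, SE 0.42, adjusted p = 1.88e-05), and WIF1, whose early difference of -0.78 did not pass, was higher in scale late (+3.43, change 4.20, SE 0.67, adjusted p = 0.0143). The early difference of POSTN, higher in scale, narrowed late as feather epithelium gained the RNA (+4.90 to +0.95, change -3.94, SE 0.32, adjusted p = 2.49e-05), and that of MAP1LC3C, an autophagy gene, narrowed too (change -4.07, SE 0.65, adjusted p = 0.0143). In mesenchyme 17 probe sets changed, with LIX1 (3.06, SE 0.27, adjusted p = 6.43e-05) and NXPH1, a neurexophilin (3.46, SE 0.36, adjusted p = 0.000452), lower in scale early and not passing late. Between compartments the difference itself differed for 189 probe sets early and 27 late. Early these include CDH13, a cadherin (-4.41, SE 0.82, adjusted p = 0.0238), and the chemokine CXCL12 (-4.25, SE 0.74, adjusted p = 0.0152), both higher in scale in mesenchyme and not passing in epithelium, and the peptidase CPA6 (5.12, SE 0.35, adjusted p = 4.63e-06) and MAP1LC3C (5.97, SE 0.71, adjusted p = 0.00079), both higher in scale in epithelium. Late they include CDH13 again (-4.25, SE 0.67, adjusted p = 0.0226), PARVB (-3.60, SE 0.58, adjusted p = 0.0254), the phosphodiesterase PDE8B (1.91, SE 0.26, adjusted p = 0.0122) and LOC420770 (2.79, SE 0.45, adjusted p = 0.0265). With the arrays labelled E9fe and E9fm replicate 1 left out these counts are 238, 146, 646 and 871. Of 100 splits of the late arrays 5, the real one included, gave a count between compartments as large as 27, so chance is not excluded. In the highest other split, with 6589, the contrast sets replicate 2 against replicates 1 and 3. Splits with 3401 and 644 set replicate 2 against 1 and 3 against 2. Same-numbered arrays deviate together (0.707 for replicate 2 of E11se with E11sm). Such splits carry replicate number, which the real contrast balances, so these counts cannot decide on chance.

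The arrays labelled E9fe and E9fm replicate 1 lie with the scale arrays. Their median positions between early feather (0) and early scale skin (1) are 0.85 in epithelium and 0.89 in mesenchyme. The lowest arrays labelled scale lie there at 0.88 and 0.94, and a wrong label on both doubted arrays is a candidate explanation. Table S4 offers a second view: among 33360 groupings of the arrays, the one nearest the printed fold changes counts the array among the E9 scale arrays in 2 of 2 compartments (median distances 0.109 and 0.106 log2, against 0.242 and 0.164 with the labels). The labels still rank 12 and 5 among these groupings. The nearest grouping without that array on the scale side lies at 0.225 and 0.164. A mixture of feather and scale RNA is argued against for the array labelled E9fm replicate 1 by 14 probe sets at least 16-fold higher in the other E9fm arrays, which keep a median of 4.7% there (5.2% without muscle genes, and 4.7% on the scale arrays). A small feather share stays open for that labelled E9fe replicate 1, where 6 such probe sets keep 8.3% with an upper quartile of 10.4%, against 5.6% on the scale arrays. Melanocyte markers, which a large feather share would raise, lie on it at 6.37. They lie at 6.67 to 7.09 on the scale epithelium arrays and at 8.88 and 8.43 on the other E9fe arrays. A swap with an E11 scale array is argued against, since none of these lies below 0.88. The E9 scale arrays define position 1, so this measure cannot test a swap with them. The array labelled E9fe replicate 1 also carries dermal markers at 8.70 against 7.10 and 7.06 on the other E9fe arrays, and that labelled E9fm replicate 1 carries epithelium markers at 7.83 against 5.84 and 6.08; the paper's RT-qPCR (Fig. 3) shows feather and scale differences in the late comparisons, which does not settle the label.

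Probe sets that follow 10 or more seeds mostly separate epithelium from mesenchyme. Over the 4 comparisons 25.9% remain once each compartment is centred on its own mean, consistent with that difference behind most of them. The larger early sets carry this share: for E9fm with E11sm 69.3% remain (201 of 290), and 26.4% with the 2 doubted arrays left out, so there the explanation stays open. Similarity between unrelated profiles is argued against, since shuffled profiles gave 0.1% of the observed counts over the 4 comparisons together, and 2 against 290 for E9fm with E11sm. The shuffle also breaks the groups, so it cannot tell whether single arrays shape the similarity of these probe sets. Regional genes that also differ between compartments stay among them, as TBX4 and HOXA13 do, so the share says nothing about any 1 gene.

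Melanocyte markers lie lower in scale than in feather epithelium as a list by camera (early adjusted p = 0.157 with an estimated correlation), with 2 of the 18 passing early and 0 late. Genes of the lineage that make no pigment had a median of -2.26 between E7fe and E9se and pigment genes -1.64, as fewer cells of the lineage would give. Only 1 of 5 and 0 of 9 pass with all arrays, and 3 of 5 and 6 of 9 with the 2 doubted arrays left out. Late, with the 2 doubted arrays left out, the medians are -2.22 and -2.52, and 4 of 5 and 7 of 9 pass. Peripheral nerve markers are lower early as well (camera adjusted p = 0.0331, and 0.157 with an estimated correlation), so less pigment per cell and fewer neural crest cells of other kinds stay open. Carry-over of dermis into feather epithelium could not give this pattern, since melanocyte markers are lower in dermis (6.15 and 6.31 in E7fm, 8.58 and 8.55 in E7fe). The test by dermal markers, whose median is 0.07, therefore adds nothing here. Later entry of these cells into scale skin, a matter of stage, was not tested.

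Other splits of the arrays are too few in comparisons of 3 with 3 (10 each) to give a share under 0.05. The real counts of probe sets, with the highest other, are 120 and 20 for E9fe with E11se (1 split as large), 2 and 8 for E9fm with E11sm (2), 6523 and 13 for E9fe with E9fm (1) and 7231 and 0 for E11se with E11sm (1). For gene lists they are 5 and 7 (5) and 5 and 9 (5) in the scale and feather comparisons.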

How the results depend on the processing

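The alternatives, the named genes' rule and the gene lists were set before the data were examined, except for leaving out the arrays labelled E9fe and E9fm replicate 1 together and for crossed replicate numbers, which were chosen after seeing the data. Of the named genes' values under alternatives, 2834 kept direction and side of the threshold, 41 came to pass, 309 no longer passed, and 0 reversed. The cause was not tested.

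Leaving out both arrays gave 760, 773, 1019 and 889 probe sets for E7fe with E9se, E7fm with E9sm, E9fe with E11se and E9fm with E11sm, against 314, 303, 120 and 2; 855, 871 and 648 for E7fe to E9fe, E7fm to E9fm and E9se to E11se, against 245, 200 and 260; and 238, 146, 646 and 871 probe sets whose difference changes with stage in epithelium or mesenchyme or differs between compartments early or late, against 49, 17, 189 and 27. Lists called were 11, 10, 10 and 8 in the scale and feather comparisons, against 7, 6, 5 and 5, and 5 from E9se to E11se, against 1. Late seeds were 139 and 132, against 47 and 33, probe sets following 10 or more 2020 and 2440, against 665 and 290, and lists enriched 10 and 15, against 6 and 2. Higher against lower counts moved from 83 and 117 to 516 and 355 for E7fm to E9fm and from 16 and 1 to 62 and 84 for the change with stage in mesenchyme.

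An estimated correlation left 0, 0, 0 and 2 lists called in the scale and feather and 0 in each stage comparison. Cyclic loess gave 1 probe set for E9sm to E11sm, against 0, and 2 lists each for E7fe with E9se (0 higher, 2 lower, against 1 and 6) and E9se to E11se. A trended robust prior gave 4 probe sets for E9fm with E11sm. The mean of all probe sets of a gene gave 5 lists for E9se to E11se. Probe sets above the median level alone, fewer by construction, gave 177 for E7fe with E9se, 0 for E9fm with E11sm, 167 for E9se to E11se and 5 whose difference changes with stage in mesenchyme. Lists called were then 3 for E9fm with E11sm, 8 for E7fe to E9fe and 7 for E9se to E11se, seeds 98 and 15 for E7fm with E9sm and E9fm with E11sm, probe sets following seeds 2861 (1 or more) and 713 (10 or more), 2944 and 829, 1923 and 185, and 1605 and 0 over the 4 comparisons, and lists enriched 1 and 1 late. A fit to only the 2 groups compared gave 634, 3 and 0 for E7fe with E9se, E9fe with E11se and E9fm with E11sm, 33, 3 and 162 for E7fe to E9fe, E7fm to E9fm and E9se to E11se, and 3678 for E9fe with E9fm, against 6523.

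Seeds over 4-fold were 219, 247, 87 and 65, against 140, 159, 47 and 33, over 5-fold with an adjusted p below 0.05 85, 100, 29 and 0, and over 6-fold 31 for E9fe with E11se. From arithmetic means of unlogged values late seeds were 85 and 51. Limits drawn from the SD of the pooled values gave 3944, 4494, 1596 and 575 probe sets following 10 or more, against 2224, 2776, 665 and 290, and asking for more than 10 gave 88 for E9fm with E11sm. Tails within each seed gave 10347 following 1 or more for E7fe with E9se, against 5334, 1805 following 10 or more for E7fm with E9sm, and 5353 and 406 with 3 lists enriched for E9fe with E11se. Together with both arrays left out they gave 10410 for E7fe with E9se, 1818 for E7fm with E9sm, 8715 and 1678 for E9fe with E11se and 8215 and 1641 for E9fm with E11sm. Seeds alone gave 5, 4 and 0 lists enriched in the first 3 comparisons, against 14, 12 and 6.

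With replicate number as a block, 390, 392, 127 and 1 probe sets passed in the scale and feather comparisons and 78 changed with stage in epithelium (43 up, 35 down), against 314, 303, 120, 2 and 49. The other blocked counts are 268, 173, 228 and 0 for the stage comparisons, 5206, 7261, 5933 and 8016 for the compartments, 16, 225 and 31 for the other differences, and 7, 6, 5, 5, 6, 12, 4 and 7 lists called, with 4 for E9se to E11se against 1. In comparisons that share only a number, the block turned camera calls of dermal markers for E7fe to E9fe (adjusted p 0.101 to 0.0351), FGF and EDA (0.0547 to 0.0288) and dermal markers (0.0873 to 0.0288) for E7fm to E9fm, WNT (0.057 to 0.0322), BMP (0.0537 to 0.0404) and Notch (0.0682 to 0.0457) for E9se to E11se, and epidermal differentiation (0.0447 to 0.15) for E9sm to E11sm. AvBD1 passed in E9fm with E11sm under the block and MAB21L1 did not. In E9fe with E11se NECAB1 (adjusted p 0.0365 to 0.0559) and LOC428499 (0.0452 to 0.0527) no longer passed. In E7fe with E9se, which shares only a number, neither did MYLK3 (0.0484 to 0.0629) and SMAD6 (0.0462 to 0.0595), while LAMA5 came to pass (0.0539 to 0.0321); of the lists, the block changed no other call. Same-numbered arrays correlate at 0.405 for E7fe with E9se, 0.197 for E9se with E9sm, -0.333 for E7fm with E9sm and -0.374 for E7fe with E7fm. Crossing the E7fm numbers gave 400 for E7fm with E9sm and 5340 for E7fe with E7fm.

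Leaving out 1 array, where a group of 2 then rests on a lone array assumed to vary like the other groups, gave these lowest and highest counts. For E7fe with E9se 55 (without E7fe replicate 1) and 106 (E7fe replicate 2), E7fm with E9sm 43 (E7fm replicate 2) and 168 (E9sm replicate 1), E9fe with E11se 38 (E9fe replicate 2) and 780 (E9fe replicate 1), E9fm with E11sm 0 (E9fm replicate 2) and 707 (E9fm replicate 1). For E7fe to E9fe 48 (E7fe replicate 1) and 665 (E9fe replicate 1), E7fm to E9fm 33 (E7fm replicate 2) and 696 (E9fm replicate 1), E9se to E11se 19 (E9se replicate 1) and 406 (E11se replicate 2), E9sm to E11sm 0 and 37 (E9sm replicate 2). For E7fe with E7fm 3099 (E7fm replicate 2) and 3343 (E7fe replicate 2) and E9se with E9sm 3266 (E9se replicate 1) and 3909 (E9sm replicate 2). For changes with stage 24 (E7fe replicate 1) and 145 (E9fe replicate 1) in epithelium and 9 (E11sm replicate 2) and 114 (E9fm replicate 1) in mesenchyme, and between compartments 59 (E7fm replicate 1) and 141 (E9sm replicate 1) early and 1 (E11sm replicate 2) and 453 (E9fm replicate 1) late. Lists called ranged from 2 (E7fe replicate 2, E9se replicate 1) to 7 (E7fe replicate 1) for E7fe with E9se, 3 (E11se replicate 2) to 6 (E9fe replicate 1) for E9fe with E11se and 4 (E9fm replicate 3) to 8 (E9fm replicate 1) for E9fm with E11sm. For stages they ranged from 3 (E7fe replicate 2) to 9 (E9fe replicate 2), 6 (E7fm replicate 1) to 15 (E7fm replicate 2), 1 (E9se replicate 1) to 4 (E11se replicate 3) and 0 (E9sm replicate 1) to 9 (E11sm replicate 3) in the order E7fe to E9fe, E7fm to E9fm, E9se to E11se, E9sm to E11sm. Seeds of E9fe with E11se ranged from 31 (E9fe replicate 3) to 139 (E9fe replicate 1), with 230 (E9fe replicate 2) to 2060 (E9fe replicate 1) following 10 or more. Seeds of E9fm with E11sm ranged from 16 (E9fm replicate 3) to 132 (E9fm replicate 1), with 2271 (E9fm replicate 3) to 5776 (E9fm replicate 1) following 1 or more and 0 (E9fm replicate 2) to 2394 (E9fm replicate 1) following 10 or more. Centring each array on its median and centring profiles on the mean of the 8 group means moved no count by more than 1.5-fold. Another background correction was planned and not run, since it needs the raw intensities.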

Differences from the paper's values

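For E7fe with E9se the paper gives 8835 probe sets that follow 1 or more seeds (Table 1), against 5334 here. Of the alternatives set before the data were examined, tails within each seed (10347) and limits drawn from the SD of the pooled values (7624) come within 1.5-fold of the paper's count. Centring on group means, cyclic loess, only probe sets above the median level and leaving out any 1 array do not. For E9fe with E11se the paper gives 131 seeds, against 47 here. Leaving out the array labelled E9fe replicate 1 (139) comes within 1.5-fold, whereas the other arrays left out, folds of 4 and 6, an added p-value limit, arithmetic means, cyclic loess, median centring and the limit on dim probe sets do not. The paper's 8796 probe sets following 1 or more of these seeds stand against 3473 here, and no alternative set in advance comes within 1.5-fold. Its 1740 following 10 or more (the heading of Table 1; its legend says more than 10) stand against 665 following 10 or more. Limits from the SD (1596) and leaving out the array labelled E9fe replicate 1 (2060) come within 1.5-fold, and more than 10 seeds (525), tails within each seed and the other alternatives do not.

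For E9fm with E11sm the paper gives 124 seeds, against 33 here. Leaving out the array labelled E9fm replicate 1 (132) comes within 1.5-fold and the other alternatives do not. Its 8123 probe sets following 1 or more stand against 4149. Limits from the SD (5963) and leaving out that array (5776) come within 1.5-fold, and the others do not. Its 1955 following 10 or more stand against 290 following 10 or more. Leaving out that array (2394) comes within 1.5-fold and the others do not. Tails within each seed with both arrays labelled E9 feather replicate 1 left out, a setting chosen after seeing the values, give 8715 and 1678 for E9fe with E11se and 8215 and 1641 for E9fm with E11sm. Those seeds number 139, of which 43 are among the 47, and 132, which hold all 33. The paper's list of its own late seeds is not readable here, so how many of them this setting drops was not counted.

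The paper's log2 difference of CFC1 between E7fe and E9se is -3.08 (Table S4), against -3.43 here. The paper's value for HOXC9 between E7fm and E9sm is -4.42, against -4.77. No alternative set in advance brings either within the spread between arrays. The grouping of arrays nearest Table S4, searched after seeing the values, gives -3.29 and -4.50.

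The paper states that ORAI1 came from the cosine similarity analysis, whereas here it follows at most 1 seed, or 2 with both arrays left out. SLC8A3 and CAMK2D, drawn in Fig. 3A, follow 0 seeds in any comparison, PRKCB at most 9 and ITPKA at most 6, or 7 with both arrays left out. CACNA1D, CAMK1G, CAMK4 and ATP2B1 of the same panel follow 10 or more in at least 1 comparison, though CAMK4 follows 7 with both arrays left out. The paper ranks vascular smooth muscle contraction among its top pathways, with p below 0.05 in both mesenchymal comparisons and not in epithelium (Table 2). Here its list has adjusted p of 0.0757, 0.237, 0.258 and 1.0 in the 4 comparisons (exact test, hand-written lists, where the paper used KEGG sets), and 0.0375 for E9fm with E11sm with both arrays left out, chosen after seeing the values. Focal adhesion passes early in epithelium (0.0294, and 0.102 with both arrays left out) and not in the other comparisons, while ECM-receptor interaction passes in 3, and with both arrays left out in E9fm with E11sm too (1.04e-05); the paper has both below 0.05 in all 4. Calcium signaling is below 0.05 in the paper for all but E9fm with E11sm. Here, after adjustment, it passes in early epithelium alone (0.0608 for E7fm with E9sm, 0.428 for E9fe with E11se), and with both arrays left out in E9fm with E11sm alone (0.0059). The paper counts fibronectin among the differentially expressed genes. FN1 differs by -0.07, -0.19, +0.19 and +0.01 here and passes in none of the 4, whereas the laminin LAMB3 passes between E7fe and E9se. The laminin LAMB4 is a seed, higher in scale, in both epithelial comparisons (+2.384 and +2.675). The paper draws mesenchymal calcium export among the up-regulated parts of the pathway, and here ATP2B1 does not pass in late mesenchyme and is lower in scale only with both arrays left out (-1.26, limma adjusted p = 0.184; -1.62 and 0.00239 with both arrays left out), as in the paper's own RT-qPCR (Fig. 3E). The paper gives calcium signaling a preference for scale epithelium. Its list is enriched in early epithelium (adjusted p = 0.0475, and 0.122 with both arrays left out), and camera calls it in neither direction there (adjusted p = 0.0718).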

Other observations

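The further observations rest on tests set in advance, apart from those that leave out the arrays labelled E9fe and E9fm replicate 1, chosen after the results were seen. Epithelium and mesenchyme differ far more from each other than feather from scale skin. By limma 4748 probe sets passed between E7fe and E7fm (2413 higher and 2335 lower in mesenchyme), 6523 between E9fe and E9fm (3236 and 3287), 5306 between E9se and E9sm (2596 and 2710) and 7231 between E11se and E11sm (3616 and 3615). EPCAM, an adhesion molecule of epithelium, was 13.10 ± 0.09 in E7fe and 5.62 ± 0.30 in E7fm (SD, n = 2 each; -7.48, SE 0.89, adjusted p = 1.67e-05), and ESRP2, a splicing factor of epithelium, was lower in mesenchyme as well (-8.18, SE 0.84, adjusted p = 3.59e-06). CDH5, the cadherin of vessels (+7.46, SE 0.79, adjusted p = 5.32e-06), and PDGFRA, a growth factor receptor of mesenchyme (+6.20, SE 0.43, adjusted p = 7.42e-08), stood higher there. Among the channels the paper follows, CACNA1D was lower in mesenchyme at E9 in feather skin (5.59 ± 1.21 and 3.39 ± 0.18, n = 3 each; -2.20, SE 0.54, adjusted p = 0.009; 0.0704 with the 2 arrays left out), and CACNA1G was higher in the same comparison (+3.14, SE 0.38, adjusted p = 1.56e-05), as was CACNA2D1 (+2.16, SE 0.24, adjusted p = 8.06e-06).

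Lists not tied to a claim showed the following. Of 36 FGF and EDA genes 0 were higher, 2 lower and 34 did not pass between E7fe and E9se (1 and 3 adjusted over the list alone; camera adjusted p = 0.152): FGF20 and DUSP6, a phosphatase induced by FGF (-1.61, SE 0.32, adjusted p = 0.0223). The list rose from E9sm to E11sm by camera (adjusted p = 0.00615; adjusted p = 0.245 with an estimated correlation), where without E9sm replicate 1 camera calls 0 lists. Epithelium markers ran higher in early scale than feather mesenchyme (median 0.67, adjusted p = 0.00518; adjusted p = 0.578 with an estimated correlation), with 0 of 15 passing by limma and 0 at an unadjusted p below 0.05. Of 24 dermal markers 1 was higher, 0 lower and 23 did not pass between E7fe and E9se (3 and 2 adjusted over the list alone; camera adjusted p = 0.151), and with the 2 arrays left out the list was higher in scale epithelium (adjusted p = 0.0264; adjusted p = 0.438 with an estimated correlation). Of 16 macrophage markers 0 passed there by limma (4 at an unadjusted p below 0.05; camera adjusted p = 0.152), of 15 cartilage markers 1 was lower and 14 did not pass (1 and 1 adjusted over the list alone; adjusted p = 0.444), and of 19 stress genes 1 was higher and 18 did not pass (2 and 1; adjusted p = 0.346): HSPB9, a small heat shock protein (+2.78, SE 0.49, adjusted p = 0.0122). Cell cycle genes ran higher in early scale epithelium and lower late and in early mesenchyme (adjusted p = 0.0329, 1.73e-05 and 0.023; adjusted p = 0.63, 0.528 and 0.7 with an estimated correlation), with 0 of 30 passing in each by limma and 0 at an unadjusted p below 0.05 in early epithelium. Erythroid markers were lower in early scale epithelium (adjusted p = 0.0339; adjusted p = 0.63 with an estimated correlation), with 0 of 11 passing by limma and 1 at an unadjusted p below 0.05.

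The paper's RT-qPCR also follows genes whose arrays passed in no feather and scale comparison. CACNA1H differed by -0.45 between E7fe and E9se (SE 0.34, adjusted p = 1.0) and by +0.07 between E9fe and E11se, and CACNA2D1 by +0.61 (SE 0.30, adjusted p = 0.823) and +0.08, where the paper reports distinct patterns of both between feather and scale epithelium. Endothelial markers lie at 6.90 on the array labelled E9fm replicate 1 and at 8.39 and 8.39 on the other E9fm arrays, and at 6.59 and 8.00 on the E9sm arrays. Erythroid markers lie at 9.36 and 8.67 in E7fm and at 6.91 and 7.37 in E9sm.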
